# Single-cell transcriptome atlas of testes from mice with high-fat diets

**DOI:** 10.1038/s41597-024-03435-5

**Published:** 2024-06-04

**Authors:** Wenbin Cao, Yulin Zhang, Jia Qi, Yanru Zhang, Ruike Ding, Bin Meng, Juan Zhao, Shiwei Luo, Chong Shen, Chenjin Duan, Hongyu Qin, Yun Ye, Enqi Liu, Pengxiang Qu

**Keywords:** Nutrition disorders, Reproductive biology, Endocrine reproductive disorders, Disease model, Infertility

## Abstract

Obesity is accompanied by multiple known health risks and increased morbidity, and obese men display reduced reproductive health. However, the impact of obesity on the testes at the molecular levels remain inadequately explored. This is partially attributed to the lack of monitoring tools for tracking alterations within cell clusters in testes associated with obesity. Here, we utilized single-cell RNA sequencing to analyze over 70,000 cells from testes of obese and lean mice, and to study changes related to obesity in non-spermatogenic cells and spermatogenesis. The Testicular Library encompasses all non-spermatogenic cells and spermatogenic cells spanning from spermatogonia to spermatozoa, which will significantly aid in characterizing alterations in cellular niches and the testicular microenvironment during high-fat diet (HFD)-induced obesity. This comprehensive dataset is indispensable for studying how HFD disrupts cell-cell communication networks within the testis and impacts alterations in the testicular microenvironment that regulate spermatogenesis. Being the inaugural dataset of single-cell RNA-seq in the testes of diet-induced obese (DIO) mice, this holds the potential to offer innovative insights and directions in the realm of single-cell transcriptomics concerning male reproductive injury associated with HFD.

## Background & Summary

More than 650 million adults worldwide suffer from obesity, and more than 38 million children under the age of five are considered overweight or obese^1,2^. Obesity is also a common problem among males of reproductive age, because it can cause or exacerbate male-factor infertility through endocrine abnormalities, obesity-related problems such as loss of sperm motility, or a direct impact on the fidelity of chromosome segregation at meiotic divisions. Based on population studies, the prevalence of abnormal sperm parameters in overweight and obese males has increased^3^, with a higher risk of infertility^4^. A negative impact of male obesity on assisted reproduction has been confirmed, and a high body mass index is associated with a significant decrease in the rates of clinical pregnancies and live births during IVF/ICSI cycles^5^.

The impact of obesity on fertility has recently received increased attention, and many important findings have been reported. In spite of that, the understanding of the impact of obesity on testicular cells is still limited due to the heterogeneity of genetic or epigenetic information in these cells. The single-cell RNA sequencing (scRNA-seq) allows researchers to visualize transient gene expression, resolve characteristics of single cells, describe intercellular communication, and reveal intercellular heterogeneity^6^. Recent studies have used scRNA-seq to identify the major spermatogenic and somatic cell types in humans, monkeys, and mice, allowing the establishment of spermatogonial stem cell banking and revealing differentiation markers, potential meiotic regulatory factors, and spermatogenic cell-somatic cell communication mechanisms^7^. However, a single-cell atlas of testes from obese subjects or those on a HFD is still lacking, which limits our understanding of the impact of obesity on reproductive disorders.

A catalog of the different cell types and functions within highly organized testis in obesity would be useful, and here we used scRNA-seq to unravel the heterogeneity and complexity of RNA transcripts in an obese mouse model. The data revealed molecular events and regulatory mechanisms of gene expression at the single-cell level that occur in the testes of obese mice. The dataset captured discernible changes in the cellular niche of non-spermatogenic cells affected by HFD. Additionally, it encompassed the complete stages of spermatogenesis, ensuring the high quality and reliability of the data collected. This dataset offers comprehensive insights into the effects of HFD-induced obesity on germ cell characterization. It facilitates the identification of relevant biomarkers, the analysis of cyclic expression profiles, and the elucidation of key genes critical for spermatogenesis. Moreover, this research significantly contributes to the discovery of novel subpopulations of testicular somatic cells and enhances our understanding of the paracrine regulatory networks within the testicular microenvironment. This research will yield novel, comprehensive insights, offering directional guidance for elucidating the mechanisms underlying spermatogenesis impairment and the alterations in cellular niches induced by DIO.

## Methods

### Animals

ICR male mice purchased from the Laboratory Animal Centre of Xi’an Jiaotong University Health Science Centre (Xi’an, China), were kept on a 12 h light/12 h dark cycle, 23 ± 1 °C, and 55 ± 10% humidity. Mice were randomly assigned to two groups at the age of 6 weeks, with different diets for 12 weeks: a chow diet group (CD, D12450B, Research Diets, New Brunswick, NJ, USA) and a HFD (D12492, Research Diets). After 12 weeks, mice were euthanized, and testes were removed. All experimental procedures were approved (approval number: XJTUAE2023-2095) by the Laboratory Animal Administration Committee of Xi’an Jiaotong University, and performed in accordance with the Guidelines of the Biomedical Ethics Committee of Health Science Center of Xi’an Jiaotong University.

### Testis cell isolation and preparation

Tissue specimens, consisting of three biological replicates from the CD and HFD groups, were processed through a series of steps including dissociation, filtration, and erythrocyte lysis. Testes were sectioned and digested using sCelLive™ Tissue Dissociation Solution in the Singleron PythoN™ Tissue Dissociation System at 37 °C for 15 minutes. The resulting cell suspension was then strained through a 40-micron filter. For red blood cell removal, it was mixed with GEXSCOPE® RCLB in a 1:2 ratio and incubated at room temperature for 5–8 minutes. This procedure was pivotal in obtaining high-quality single-cell suspensions. The quantification of cellular concentration and viability was executed using Trypan blue staining, which was employed to verify the quality of the samples. The predefined quality control criteria for our study required a minimum cell viability threshold of 85%, and the total cell count needed to surpass 20,000 to ensure adequate sample size for reliable analysis.

### Library construction

Utilizing the SCOPE-chip microfluidic technology in synergy with the Singleron Matrix® Single Cell Processing System to capture individual cells. Cells were lysed in microtiter wells and mRNA was released, which was captured and immobilized on Barcoding Beads. The mRNA was reverse transcribed to obtain cDNA, which was amplified by PCR. The amplified cDNA is then fragmented and ligated with sequencing adapters. Subsequently, the construction of the library was conducted, adhering to the protocols outlined by the GEXSCOPE® Single Cell RNA Library Kits (Singleron)^8^. For effective quality control of expression libraries, the following criteria must be met: The total yield as measured by the Qubit assay should exceed 100 ng. The quality control (QC) profile should exhibit a primary peak within the range of 400 bp to 700 bp. Additionally, the proportion of fragments within the 900 bp to 5000 bp range should constitute more than 10% of the total. Ultimately, individual libraries were diluted to 4 nM, and then sequencing was performed on an Illumina NovaSeq. 6000 system, utilizing a strategy of 150 bp paired-end reads.

### Initial processing of raw data

Raw reads were processed to generate gene expression Matrix using SCOPE-tools v1.4.0 (Singleron). SCOPE-tools contains several sub-commands that enable the output of gene expression matrix and perform individual quality control tasks. Barcodes and UMIs were extracted from R1 reads and corrected. Adapter sequences and poly A tails were trimmed from R2 reads and the trimmed R2 reads were employed STAR v2.6.1b for the alignment of reads against the GRCm38 mouse reference genome. Initially, the reads were localized to the genome, further localized to the genes by utilizing the featureCounts software. Reads were grouped according to barcodes, UMIs, and genes, and then UMI aligned to the same gene within the same barcode were corrected, followed by UMI counting. This process yielded comprehensive Gene Expression Data, which were then compiled to form expression matrix files.

Prior to the construction of the expression matrix, a quality control filtering process was implemented for the cells. Initially, cells were selected based on a gene count criterion, retaining only those with gene counts ranging from 200 to 5,000, and cells with UMI (Unique Molecular Identifier) counts below 30,000 were excluded. Next, cells exhibiting mitochondrial RNA (mtRNA) content over 20% were removed.

### Dimension-reduction and clustering

Utilizing Seurat v3.1.2, the NormalizeData and ScaleData functions were employed to normalize and scale the gene expression levels across all cells^9^. Principal component analysis (PCA) was performed by identifying the top 2,000 variable genes using the FindVariableFeatures function. The first 20 principal components were then used to cluster cells into distinct groups using the FindClusters function. Batch effects between samples were addressed using the Harmony algorithm^10^. Finally, for the two-dimensional visualization of cellular clusters, both the Unified Manifold Approximation and Projection (UMAP) and t-distributed Stochastic Neighbor Embedding (t-SNE) were applied.

### Differentially expressed genes analysis

Differentially expressed genes (DEGs) were identified using FindMarkers function of Seurat, employing the Wilcoxon likelihood-ratio test with default parameters. DEGs in each cluster were selected based on a statistical threshold of |log2(foldchange)| ≥ 0.6 and adjusted p-values < 0.05. For comparing the CD and HFD groups, DEGs were chosen with an average |log2(foldchange)| ≥ 0.25 and adjusted p-values < 0.05.

Cell type annotations for each cluster were determined by integrating canonical marker expression, identified among the DEGs and supported by literature, and visualized using DoHeatmap, DotPlot, and VlnPlot functions of Seurat.

### Statistical analysis

Data were expressed as the mean ± standard error of mean (SEM). GraphPad Prism 8.0 (https://www.graphpad.com/scientific-software/prism/) was used to perform the statistical analysis. Student’s t test was used to compare two groups. Graphical Abstract created with BioRender.com. Data were considered statistically significant when p < 0.05.

## Data Records

All raw omics data generated in this study were deposited in the public available data base. All single cell RNA-sequencing data were deposited to the National Center for Biotechnology Information Gene Expression Omnibus database. The accession number for the single cell RNA-sequencing data of testis samples obtained from mice is GSE239391^11^. The accession numbers for the single cell RNA-sequencing data of testes from mice with a chow diet are GSM7664011, GSM7664012 and GSM7664013. The accession numbers for the single cell RNA-sequencing data of testes from mice with a HFD are GSM7664014, GSM7664015 and GSM7664016. And the files in rds format were uploaded for public (10.6084/m9.figshare.25658847.v1)^12^.

## Technical Validation

Three testes from both CD and HFD group perform scRNA-seq (Fig. 1a). In the sequencing analysis, the saturation curve comparison revealed comparable sequencing depths across both sample sets (Fig. 1b,c, and Supplemental Figures S1-S2). 

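Meiotic and postmeiotic germ cells transcribe a larger part of the genome than most other cells do, so testis libraries need many reads. RNA of elongated spermatids, such as that of the protamines that pack the DNA of sperm, takes up much of the depth of each library. Each library held the testis cells of 1 outbred ICR mouse, CD1 to CD3 on the chow diet and HFD1 to HFD3 on the high-fat diet. The paper states that the saturation curves revealed comparable depths in both diets. Reads were not analysed here, and depth was taken from the UMI counts per gene and barcode that the authors deposited. CD1, CD2 and CD3 held 130544064, 153566175 and 144935657 UMIs over 12668, 13972 and 10513 barcodes. HFD1, HFD2 and HFD3 held 125740877, 124668555 and 139950678 UMIs over 10658, 9557 and 16100 barcodes. The median UMIs per barcode were 8530.5, 9118.5 and 11252 in the CD mice and 9982, 10607 and 6912.5 in the HFD mice. The diets did not differ in total UMIs in a two-sided exact permutation test of the libraries (p = 0.2) or in the median UMIs in the same two-sided exact test (p = 0.8). With 3 mice per diet this test cannot give a p below 0.1.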

Table 1 presents a comprehensive quality assessment of the sequencing data. Both groups displayed a similar total read count per sample, exceeding 110 G in data volume. The efficiency of barcodes ranged between 93.80% and 94.43%, while the Q30 Base percentage in UMI varied from 93.10% to 94.82%. Additionally, the uniquely mapped read percentages spanned from 88.84% to 90.41%. 

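The mitochondrial genome encodes subunits of the respiratory chain, and cells that leak their cytoplasm keep its RNA longest, so a high share of this mtRNA marks damaged cells. The share also follows cell type. Sertoli cells nurse the germ cells and Leydig cells make steroids partly inside mitochondria, whereas elongated spermatids have shed most of their cytoplasm. Classes were named here from marker genes, as Sertoli-like, Leydig-like and so on, and the suffix is then left out. The median share of mtRNA was 8.73% in Sertoli cells, 4.32% in Leydig cells, 2.65% in SPG and 1.92% in myeloid cells. It was 1.68% in endothelial cells, 0.672% in fibroblasts, 0.622% in SPC, 0.136% in RS and 0.0683% in ES. Cells with over 5% mtRNA made up 2.12%, 1.86% and 1.63% of CD1, CD2 and CD3 and 0.732%, 1.03% and 1.75% of HFD1, HFD2 and HFD3. The mean with standard deviation was 1.87 ± 0.245% in CD and 1.17 ± 0.525% in HFD mice (p = 0.2, two-sided exact permutation test). Cells with over 10% mtRNA made up 0.598 ± 0.0603% in CD and 0.277 ± 0.0905% in HFD mice, which separated the diets with the lowest p that 3 against 3 allows (p = 0.1, two-sided exact permutation test). Over 15% mtRNA were 0.0866 ± 0.0339% and 0.0391 ± 0.0255% (p = 0.2, two-sided exact permutation test). Over 20% were 3 cells of CD3, 4 cells of HFD3 and 0 cells of the other libraries, where 0 cells still allow up to 0.0237% in CD1, 0.0215% in CD2, 0.0281% in HFD1 and 0.0314% in HFD2.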

And Table 2 demonstrates consistently low mtRNA levels in cells across all samples, indicative of high cellular quality (Supplemental Figures S3). These consistent quality control metrics across various indicators suggested minimal error introduction due to operational or technical factors. Based on this, cells were filtered through a multi-step process, focusing on gene count, UMI, and mtRNA content parameters. This filtering process is essential to remove cells that do not meet the experimental criteria, thus ensuring the high quality and integrity of the dataset.

**Fig. 1:**
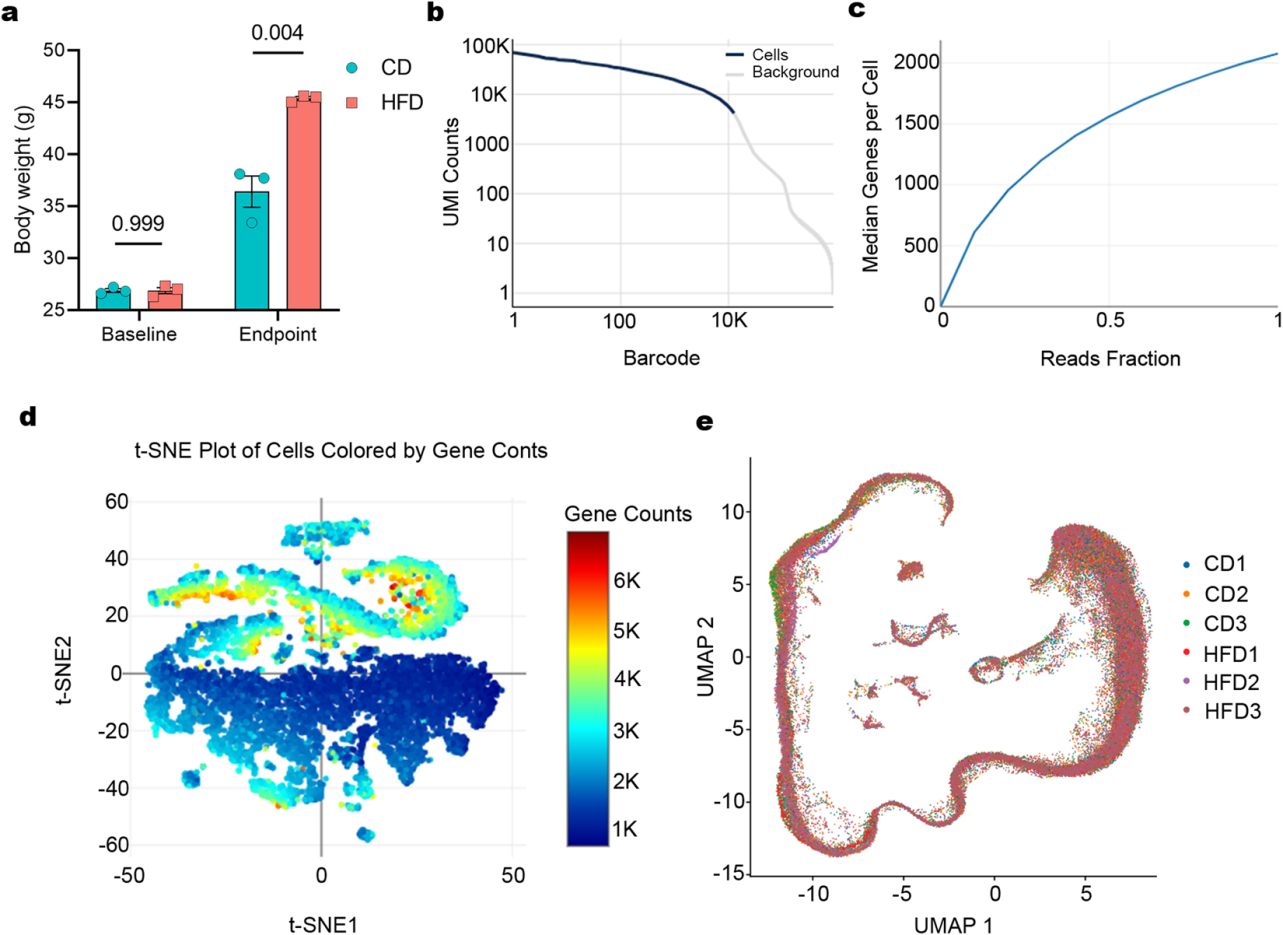
Single-cell transcriptomics of adult mouse testes with HFD and CD. (**a**) Body weight between the two groups (CD: n = 3; HFD: n = 3). (**b**) Visualization of the correlation between UMI counts and barcode detected per cell in CD1. (**c**) This curve visualizes the correlation between reads fraction and the median genes detected per cell in CD1. (**d**) t-SNE projection of cells colored by gene counts in CD1. (**e)** UMAP of testicular cell clusters.

**Table 1:** Detailed quality control of FASTQ files.

Filename	Number of Reads (K)	Valid Barcodes (%)	Q30 Bases in UMI (%)	Uniquely Mapped Reads Number (%)	Base Pairs Mapped to Exonic Regions (%)
CD1	408,839	94.42	94.82	89.68	90.94
CD2	458,391	94.43	94.72	89.46	90.8
CD3	476,949	94.31	94.67	90.06	91.19
HFD1	393,219	94.07	93.43	90.41	90.4
HFD2	435,058	93.80	93.10	88.84	90.07
HFD3	433,454	94.25	94.54	89.53	91.38

**Table 2:** Statistics of Cellular mtRNA Content.

	mtRNA percent (>5%)	mtRNA percent (>10%)	mtRNA percent (>15%)	mtRNA percent (>20%)
CD1	2.11600	0.57630	0.07894	0.00000
CD2	1.86100	0.55110	0.05726	0.00000
CD3	1.62700	0.66580	0.12370	0.02854
HFD1	0.74120	0.17830	0.02815	0.00000
HFD2	1.02500	0.35580	0.03139	0.00000
HFD3	1.75200	0.29810	0.0683	0.02484

A total of 71,240 cells were examined, including 36,007 cells from the CD group and 35,233 cells from the HFD (Table 3). 

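Spermatocytes grow and transcribe many genes before they divide, and round spermatids stay rich in RNA, so upper limits on genes and UMIs act on these cells first, and on wells that held a pair of cells. Elongated spermatids and small blood cells lie nearer to the lower limit. The filter of the paper, with UMI counts above 30000 left out, was applied here to the deposited barcodes, and it left 35629 cells of CD and 34962 cells of HFD mice, 70591 in all. CD1, CD2 and CD3 kept 12364, 13558 and 9707 cells, which is 97.6%, 97.0% and 92.3% of their barcodes. HFD1, HFD2 and HFD3 kept 10282, 8779 and 15901 cells, which is 96.5%, 91.9% and 98.8%. More than 5000 genes were found in 195, 307 and 554 barcodes of the CD mice and 246, 638 and 143 barcodes of the HFD mice. More than 30000 UMIs were found in 185, 231 and 603 barcodes of the CD mice and 249, 442 and 100 barcodes of the HFD mice. CD3 and HFD2, which had the highest median UMIs of their diets, thus lost the most cells. Cells kept did not separate the diets (p = 1, two-sided exact permutation test).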

The fraction reads in cells was recorded between 62.83% and 68.40%. The detected gene count per cell ranged from 31,080 to 32,362, while the median gene count per cell varied from 1,980 to 2,577. 

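The number of genes per cell follows both the number of UMIs read from a cell and the breadth of its transcription. Round spermatids and spermatocytes transcribe broadly, while elongated spermatids have silenced their genome and keep mostly RNA of protamines and transition proteins. A library with more elongated spermatids, or with fewer UMIs per cell, thus shows fewer genes per cell. The libraries detected 31800, 32362 and 31303 genes in the CD mice and 31080, 31948 and 31736 genes in the HFD mice (p = 0.6, two-sided exact permutation test). The median genes per cell were 2076, 2338.5 and 2479 in the CD mice and 2160, 2577 and 1980 in the HFD mice. The mean was 2298 ± 205 in CD and 2239 ± 306 in HFD mice (p = 0.9, two-sided exact permutation test). With each cell thinned to 3000 UMIs the medians were 1044, 1159 and 1128 genes in CD and 1033.5, 1160 and 1141 genes in HFD mice, or 1110 ± 59.5 and 1111.5 ± 68.2 (p = 0.9, two-sided exact permutation test). HFD3, which had the fewest genes per cell before thinning, then lay near HFD2.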

Sequencing saturation levels were observed between 25.81% and 29.9%. This experiment demonstrated a high capture rate of cells per sample and an elevated median gene count per cell. Utilizing UMAP for dimensionality reduction, we projected the samples onto a two-dimensional plane, where we noted a remarkable consistency in the cellular distribution between the two groups (Fig. 1d,e). 

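Spermatogenesis runs from SPG, the dividing stem and progenitor cells, through SPC in meiosis and RS to ES, which condense their nucleus. Sertoli cells nurse these germ cells inside the tubule. Between the tubules lie Leydig cells, which make testosterone, with endothelial cells of the vessels, macrophages and other myeloid cells, and fibroblasts. ES were the largest class with 43772 cells, followed by SPC with 10553, RS with 7947 and SPG with 2013. The somatic classes held 1044 Leydig, 868 Sertoli, 542 endothelial, 245 myeloid and 147 fibroblast cells. ES made up 60.4 ± 4.88% of the cells of CD and 64.7 ± 5.89% of HFD mice (p = 0.6, two-sided exact permutation test). SPC made up 15.5 ± 3.54% and 14.04 ± 1.77% (p = 0.6, two-sided exact permutation test) and RS 11.6 ± 1.42% and 11.2 ± 2.12% (p = 0.9, two-sided exact permutation test). The share of SPG, which include 817 cells of sub-clusters led by genes of other classes, was 3.196 ± 2.00% and 2.45 ± 1.43% (p = 0.6, two-sided exact permutation test). In the somatic cells the shares were 1.32 ± 0.467% and 1.01 ± 0.588% for Sertoli cells and 1.62 ± 1.14% and 1.11 ± 0.619% for Leydig cells (p = 0.5 for both, two-sided exact permutation test). Endothelial cells made up 0.852 ± 0.604% and 0.659 ± 0.227% (p = 0.8), myeloid cells 0.210 ± 0.0685% and 0.439 ± 0.244% (p = 0.3) and fibroblasts 0.279 ± 0.192% and 0.133 ± 0.0432% (p = 0.2, each a two-sided exact permutation test). The libraries of a diet differed widely, with 651 SPG in CD1 but 124 in CD3, and 161 endothelial cells in CD2 but 15 in CD3. The paper states a remarkable consistency of the cellular distribution between the groups, and here no class separated the diets in the main clustering. Without Harmony Sertoli cells did, with 1.02% to 1.92% in CD and 0.515% to 0.832% in HFD mice, and without doublets fibroblasts, with 0.132% to 0.516% and 0.107% to 0.114% (p = 0.1 for both, two-sided exact permutation test). The differences of SPG, RS and Leydig cells changed sign when single libraries were left out. Some 3397 cells, 4.81% of all, stayed in mixed or unnamed clusters, of which the mixed fibroblast clusters separated the diets too (0.196% to 0.445% in CD and 0.0797% to 0.138% in HFD mice, p = 0.1, two-sided exact permutation test), so each share depends on the names given here.

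**Figure D1:**
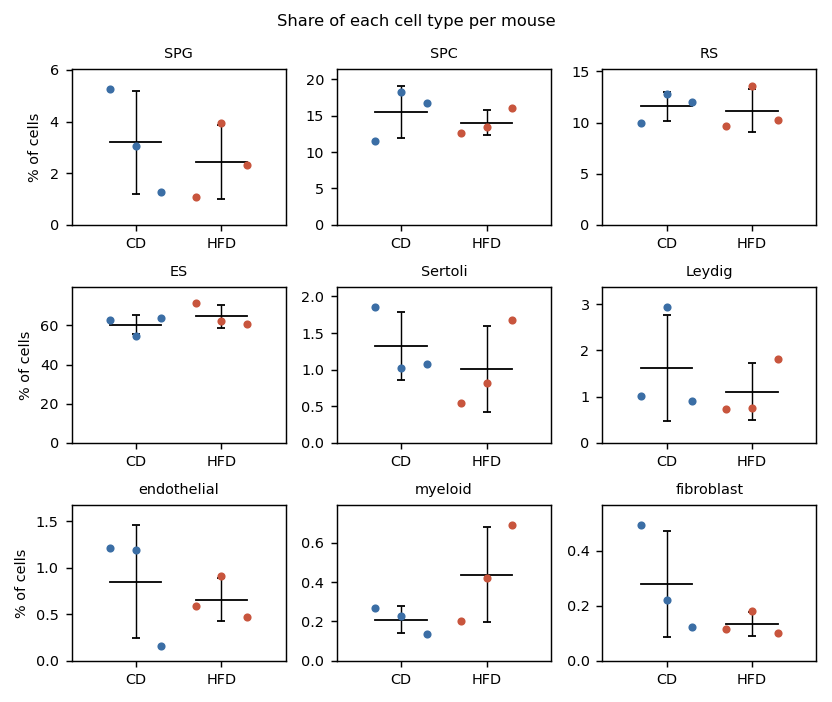
Share of cells in each class, as percent of the cells of a library, with 1 point per mouse, a line at the mean of each diet and error bars of 1 standard deviation. The points of CD and HFD overlap in every class, from ES (60.4% and 64.7%) to fibroblasts (0.279% and 0.133%).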

The above results indicated the robustness of sequencing data. In summary, this dataset could offer powerful tools and clear direction for advanced studies of obesity-induced modifications in the testicular microenvironment.

**Table 3:** Sequencing statistics based on cells.

Filename	Estimated Number of Cells	Fraction Reads in Cells (%)	Mean Reads per Cell	Median UMI Counts per Cell	Total Genes Detected per cell	Median Genes per Cell	Sequencing Saturation (%)
CD1	12,668	66.93	30,472	8,530	31,800	2,076	34.46
CD2	13,972	68.29	30,979	9,118	32,362	2,338	32.67
CD3	10,513	64.64	42,787	11,252	31,303	2,479	35.81
HFD1	10,658	68.40	34,707	9,982	31,080	2,160	33.88
HFD2	9,557	62.83	42,702	10,607	31,948	2,577	33.89
HFD3	16,100	62.85	25,375	6,912	31,736	1,980	29.90

Based on the cell markers for mouse and human identified in previous studies (Table 4, Fig. 2a), data from application of UMAP to identify cell clusters, revealed nine major cell types: Sertoli cells (SCs), Leydig cells (LCs), endothelial cells (ECs), fibroblasts, myeloid cells, spermatogonia (SPG), spermatocyte (SPC), round spermatid (RS), and elongated spermatid (ES) (Fig. 2b). 

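The markers of Table 4 each stand for the work of their cell type. Dmrt1 is a transcription factor that holds SPG in mitosis, and Stra8 answers retinoic acid at the entry into meiosis. Spo11 cuts DNA to start recombination and Sycp3 builds the axis of meiotic chromosomes in SPC. Acrv1 is a protein of the acrosome formed in RS. Wt1 keeps the identity of Sertoli cells, Cyp11a1 cleaves the side chain of cholesterol in Leydig cells, and Dcn is a proteoglycan of the matrix made by fibroblasts. Mean expression over the 6 libraries, in UMIs scaled to the same total for each class and library (CPM), was highest in the class named by Table 4 for 37 of the 38 markers, with a median of 9.66-fold over the next class. In SPG, Dmrt1 (chr19:25505618-25604329, GRCm38) stood at 176 ± 18.8 CPM against 42.4 in Sertoli cells, Stra8 at 502 ± 120 against 41.9 in fibroblasts and Cenpa at 303.3 ± 29.6 against 91.0 in myeloid cells. Spo11 stood at 92.4 ± 16.04 CPM in SPC and 21.03 in RS, Piwil1 at 175 ± 39.2 against 14.1 in endothelial cells, Spata16 at 470 ± 33.9 and 242 in RS, and Ovol2 at 147 ± 15.3 and 67.5 in RS. Sycp3 was close in SPC (535 ± 88.4) and SPG (422), and SPC led in 5 of 6 libraries. Tex101 was the exception, with 320 ± 76.2 CPM in SPC and 502 ± 59.9 in SPG. Among RS markers, Acrv1 (chr9:36693220-36698843) stood at 713 ± 45.7 against 83.8, Tex36 at 1033 ± 41.4 against 95.6, Actl7b at 973 ± 76.8 against 320, Tex21 at 236 ± 17.4 against 69.1 in SPC, and Sun5 at 269 ± 24.6. The ES markers Prm1, Prm2 and Tnp1 reached 133563 ± 15326, 66542 ± 5857 and 24171 ± 3213 CPM, but fibroblasts still held 66642 CPM of Prm1 and 53233 of Prm2, and endothelial cells 9960 of Tnp1. Spata3 (3357 ± 320 against 2521) led in ES in 5 of 6 libraries, Prm2 in 4 of 6, and Txndc2 stood at 818 ± 51.9 against 397. In Sertoli cells Wt1 stood at 146 ± 41.6 against 56.6, Cldn11 at 1168 ± 366 against 21.5 and Amhr2 at 1921 ± 583 against 303.1 in Leydig cells. Leydig cells had Insl3 at 4940 ± 874 against 37.6, Fabp3 at 13327 ± 1496 against 461, Hsd3b1 at 8288 ± 4086 against 105 and Cyp11a1 (chr9:58006411-58027023) at 6079 ± 1873 against 53.0. In endothelial cells Cdh5 stood at 132 ± 49.3 against 21.7, Pecam1 at 128 ± 54.1 against 2.16 and Vwf at 250 ± 124 against 9.56. Myeloid cells had Lyz2 at 9124 ± 1989 against 92.6, Mrc1 at 700 ± 156 against 148 in Sertoli cells, Cd68 at 875 ± 253 against 7.87, C1qc at 3160 ± 1131 against 30.7 and Cd163 at 38.9 ± 4.30 against 0.199, the last with a UMI in 12.7% of the cells. Fibroblasts had Dcn at 6791 ± 1010 against 187, Col1a2 at 468 ± 187 against 11.5, Col1a1 at 163 ± 117 against 4.02 and Lum at 66.0 ± 54.9 against 2.16, with a UMI of Lum in 13.6% of the cells. Many of these markers also served to name the classes, so their rank is not an independent test of the names. The SPG marker printed as Daz1 has no gene of that symbol in the matrix, where Dazl is counted.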

The heatmap showed the top ten DEGs in the cell cluster (Fig. 2c and Supplemental Table S1). 

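Table S1 lists genes that set each cell type apart. Dazl binds RNA and is needed for germ cells to develop, and Cyp17a1 makes androgens from progesterone in Leydig cells. Ctsl and Clu, a lysosomal protease and a secreted chaperone, are products of Sertoli cells that follow the cycle of the tubule. Ccl8 draws leukocytes and is made by resident macrophages, and Ly6c1 lies on the surface of vessel cells. Of the first 5 genes of each of the 9 sheets, 43 of 45 were highest in the same class here. In SPG, Dazl stood at 1086 ± 73.4 CPM against 75.3 in the next class and Ncl at 1725 against 371. In SPC, Rsph1 stood at 2501 CPM against 624, Cox8c at 5440 against 1977 and Atxn7l3b at 958 against 185. RS had Efcab9 at 1314 against 174 and Spata45 at 1298 against 151. ES had Tnp2 at 14746 against 5558, and 1700027A15Rik at 6736 against 5351, where ES led in 4 of 6 libraries. Sertoli cells had Defb19 at 11871 against 2482 in Leydig cells, Ctsl at 7503 against 717, Clu at 9225 against 2652, Cst12 at 5899 against 51.8 and Cst9 at 3766 against 38.4. In Leydig cells Ptgds stood at 16355 against 1318, Cyp17a1 at 13754 against 32.7, Gstm1 at 18097 against 2603 and Lcn2 at 19318 against 2624. Myeloid cells had Ccl8 at 7020 against 23.1, endothelial cells had Igfbp7 at 7108 against 1549, Ly6c1 at 2417 against 328 and Ifitm3 at 2708 against 1219, and fibroblasts had Gsn at 2096 against 143, Igfbp6 at 1560 against 217 and Serping1 at 1389 against 220. Mgp was close (2005 against 1746), and fibroblasts led in 4 of 6 libraries. Tmsb4x stands in the sheets of both myeloid and endothelial cells and was highest in myeloid cells (10699 against 6472 in endothelial cells). The other exception, Sparc of the endothelial sheet, was close (4067 against 4255 in Sertoli cells), and endothelial cells led in 3 of 6 libraries. Over all genes of Table S1 in the matrix, 1454 of 1943 (74.8%) were highest in the class of their sheet. By sheet this was 165 of 167 in ES, 242 of 264 in SPC, 61 of 75 in myeloid cells, 248 of 327 in SPG, 142 of 192 in RS, 203 of 288 in Sertoli cells, 266 of 400 in Leydig cells, 100 of 173 in endothelial cells and 27 of 57 in fibroblasts. Table S1 came from the same cells, so this compares the names given here with the paper's and is no independent evidence.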

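Undifferentiated SPG hold the stem cells of the testis and answer signals from their niche, and differentiated SPG have entered the divisions that lead to meiosis. Sdc4 is a heparan sulfate proteoglycan of the cell surface, Tubb5 is a tubulin of dividing cells, and Rps4x and Rpl22l1 belong to ribosomes. Cited1 is a transcriptional coregulator, Ly6k is a surface protein needed for sperm function, and Esx1 is a homeobox protein of the germ line. Sub-clusters of the SPG were named here from fixed markers, and gave 1009 differentiated and 187 undifferentiated SPG. All first 5 genes of both sheets of Table S2, and 20 of 20 genes of each sheet in all, were higher in the group the paper gives. In differentiated against undifferentiated SPG, Cited1 stood at 419 ± 23.9 against 16.7 CPM, Cd63 at 406 against 28.8, Esx1 at 282 against 12.0, Prss50 at 197 against 1.06 and Ly6k at 232 against 10.2. In undifferentiated against differentiated SPG, Sdc4 stood at 604 ± 54.4 against 37.9 CPM, Rpl22l1 at 1543 against 292, Tubb5 at 896 against 208, Rps4x at 363 against 46.6 and Txnip at 538 against 90.3. Each of these 10 differences had the same direction in 6 of 6 libraries. Of the 2013 SPG, 817 cells (40.6%) lay in sub-clusters that stayed unnamed, led by genes of ES (538 cells), SPC (143), RS (83), Sertoli cells (31) and Leydig cells (22). Table S2 was made from the same cells and is no independent evidence. Its genes that also served as naming markers were bound to follow the names given here.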

SPG were subclustered into two distinct cell clusters (Fig. 3a and Supplemental Table S2), and transcriptional profiling revealed these groups as differentiated SPG and undifferentiated SPG, respectively marker (Fig. 3b). Analysis of genes enriched in the identified cell subclusters showed that HFD affected the transcriptome, resulting in differences between SPG in the CD and HFD groups (Fig. 3c,d, and Supplemental Table S6). 

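Prm1 and Tnp1 encode the protamine and the transition protein that replace histones when the spermatid packs its DNA, and SPG are not known to use them. Tnp2 is the second transition protein, Ccdc54 is a coiled-coil protein of spermatids, and Rpl21 is a protein of the large ribosomal subunit. RNA of such spermatid genes is abundant in ES, and RNA freed from broken cells is known to enter the wells of other cells. The paper concludes that HFD affected the transcriptome of SPG. Here edgeR, with counts summed per mouse, called 39 genes higher and 2 lower in HFD among 9306 genes of differentiated SPG, and 1 higher and 0 lower among 3591 genes of undifferentiated SPG. At an unadjusted p under 0.05 there were 862 and 196 genes. DESeq2 called 17 and 2 genes. In differentiated SPG, Tnp1 (chr1:73015074-73015909) rose from 1417 ± 214 to 2592 ± 211 CPM (log2 fold change 0.88, edgeR adjusted p = 6.3e-05), Prm1 (chr16:10796326-10805839) from 7803 ± 1228 to 12888 ± 618 (0.72, edgeR adjusted p = 0.000252), Tnp2 from 717 to 1210 (0.76, edgeR adjusted p = 0.00373) and Ccdc54 from 53.1 ± 15.8 to 124 ± 7.29 (1.31, edgeR adjusted p = 0.000252). Tnp1 stood at 21704 CPM, Prm1 at 123383 and Ccdc54 at 926 in ES of CD mice. Rpl21 (chr5:146832890-146837032) rose from 682 ± 24.7 to 1151 ± 29.3 CPM (0.75, edgeR adjusted p = 0.000112) with 67.4 CPM in ES. These 5 genes kept the call without any single library. In undifferentiated SPG only Tnp1 rose, from 1402 ± 313 to 2892 ± 484 (1.04, edgeR adjusted p = 0.00219), and lost the call without CD2 (edgeR adjusted p = 0.0531) or HFD3 (edgeR adjusted p = 0.0695). In differentiated SPG the complex I gene mt-Nd1 fell by 0.41 in log2 (edgeR adjusted p = 0.0357). Wdr83os, which helps to insert membrane proteins, fell there by 0.78 (edgeR adjusted p = 0.0424). mt-Nd1 kept the call only without CD1, and Wdr83os only without CD3. Of the 35 genes of Table S6 for differentiated SPG, 29 were tested, all 29 had the direction of the paper and 16 were called. Of the 18 for undifferentiated SPG, 14 were tested, all 14 had the direction of the paper and 1, Tnp1, was called. The list of spermatid transcripts had 8 of 30 genes called in differentiated SPG (27 adjusted over the list alone) and a median log2 fold change of 0.51 (camera adjusted p = 4.3e-17, adjusted p = 0.616 with an estimated correlation). In undifferentiated SPG it was 0.61 over 29 genes, 1 called and 8 adjusted over the list alone (camera adjusted p = 3.6e-12, adjusted p = 0.783 with an estimated correlation). The histone replacement list had a median log2 fold change of 0.44 in differentiated SPG with 3 of 22 called and 11 adjusted over the list alone (camera adjusted p = 2.3e-09, adjusted p = 0.582 with an estimated correlation). It had 0.53 in undifferentiated SPG (camera adjusted p = 4.6e-06, 0.13 without HFD3, adjusted p = 0.824 with an estimated correlation). Table S6 shows 10 of the 30 spermatid genes and 4 of the 22 histone replacement genes in differentiated SPG and 4 of 29 and 4 of 15 in undifferentiated SPG, so these lists are not independent evidence. With only the genes kept that were at least as high in SPG as in RS and ES, 2 genes stayed called in differentiated SPG, Rpl21 and Gm9625, a processed pseudogene of the ribosomal gene Rplp0. Spermatid transcripts made up 2.07 ± 0.258% of the UMIs of differentiated SPG in CD and 3.16 ± 0.248% in HFD mice (p = 0.1, two-sided exact permutation test, the lowest it can give). The number of called genes in differentiated SPG fell to 18 without CD2, 15 without HFD1, 26 without HFD2 and 13 without HFD3, and was 77 without CD3. In undifferentiated SPG it was 13 without CD1, 3 without CD3, 8 without HFD2 and 0 without HFD3.

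**Figure D2:**
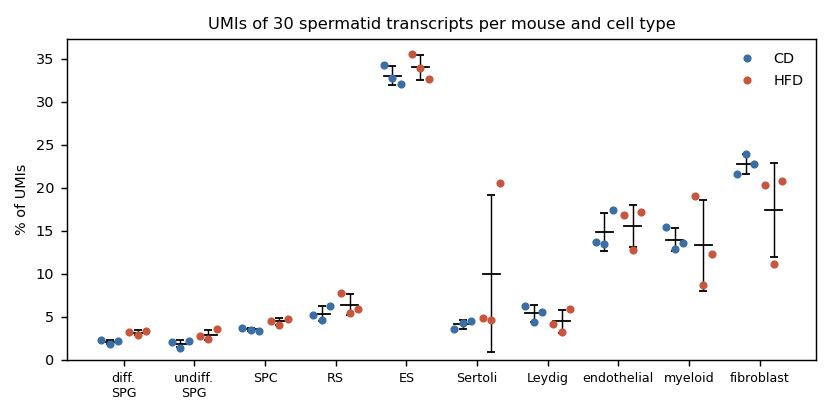
Share of UMIs from 30 spermatid transcripts in each class, in percent, with 1 point per mouse, a line at the mean of each diet and error bars of 1 standard deviation. All HFD mice lie above all CD mice in differentiated SPG (2.07% and 3.16%), undifferentiated SPG (1.86% and 2.88%) and SPC (3.52% and 4.45%). They also do so in Sertoli cells, where HFD3 stands apart (20.5%). In fibroblasts all HFD mice lie below all CD mice (22.8% and 17.4%).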

Subclusters of the other spermatogenic cell depicted in Fig. 4 (and Supplemental Tables S3–S5). Furthermore, we observed that HFD altered the transcriptional profiles of testicular somatic cells (Fig. 5).

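Spermatocytes pass through the long prophase of meiosis, with Sycp1 in the synaptonemal complex and Ccnb1, a cyclin, driving the division at its end. Round spermatids build the acrosome, and elongated spermatids use Oaz3, an antizyme of polyamine synthesis, and Smcp, a protein of the mitochondrial sheath. S100a8 and S100a9 are calcium-binding proteins of neutrophils, and Ccl8 and Apoe are made by macrophages. The clustering here split SPC into 17, RS into 13 and ES into 18 sub-clusters. All are kept in their class, though 3 of SPC (240 to 532 cells) and 2 of RS (267 and 227) were led by genes of ES. Genes of Sertoli cells led 1 of SPC (62), and genes of Leydig cells led 1 of SPC (46) and 1 of ES (400). Another of ES (1015) had the RS genes Acrv1, Actl7b, Efcab9 and Spata45 among its leading genes. Another of SPC (23) was led by 1700001P01Rik and 1700067P10Rik, genes of the RS_2 set in Table S4. A larger one of SPC (810) had the RS genes Tex36 and Efcab9 among its leading genes, and a further one (801) had Tex36. Their shares of SPC were highest in HFD2 (14.7% and 15.0%), so the SPC class may hold cells close to RS. Tables S3 to S5 give 20 genes for each of the paper's sub-clusters, and each set was placed by the sub-cluster in which most of its genes were highest. Of SPC_3, with Tex101, Sycp1 and H3f3b, 19 of 20 genes were highest in a single sub-cluster here, of SPC_4 14, of SPC_5 10, of SPC_2 6 and of SPC_1, with Ccnb1, 5. In RS the sets of RS_3 and RS_4, the latter with Prm2, each had 19 of 20 genes in a single sub-cluster. Of the other RS sets, RS_1 had 16, RS_2 had 9 and RS_5 had 6. In ES the set of ES_2, with Oaz3, Spem2 and Smcp, had 17 genes in a single sub-cluster, ES_4 had 12, ES_1 had 11 and ES_3 had 8. The sets of SPC_5, with Apoe, Ccl8, Lyz2 and S100a8, and RS_5, with S100a8, S100a9, Retnlg and Igha, are genes of macrophages, neutrophils and plasma cells, and 18 and 11 of their 20 genes were highest in myeloid cells. Between diets, 4 of 17 SPC, 0 of 13 RS and 2 of 18 ES sub-clusters had all HFD mice on one side of all CD mice, where 10% is the chance of this. As percent of SPC, SPC_0 was 11.7 ± 0.289 in CD and 14.7 ± 1.04 in HFD mice, SPC_3 10.3 ± 2.07 and 5.97 ± 1.99, SPC_10 5.50 ± 1.01 and 3.77 ± 0.806, and SPC_11 5.11 ± 1.28 and 2.99 ± 0.573, by the numbers given to sub-clusters here. As percent of ES, ES_7 was 5.74 ± 0.763 and 3.91 ± 0.217, and ES_11 4.74 ± 0.412 and 3.37 ± 0.190. Each has p = 0.1 in a two-sided exact permutation test, the lowest it can give. The sub-clusters are cuts through a continuous path of development and depend on the clustering used.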

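Sertoli cells nurse germ cells and answer hormones with the immediate early genes Jun, an AP-1 subunit, and Ier2, a nuclear protein. Gadd45g is a stress sensor that regulates kinases, and immediate early genes are also known to rise while a tissue is dissociated. Prm1, Tnp1 and Oaz3 are genes of spermatids, which Sertoli cells hold in close contact and whose shed cytoplasm they engulf. The paper states that HFD altered the transcriptional profiles of testicular somatic cells. In Sertoli cells edgeR called 0 of 8867 genes, with 498 at an unadjusted p under 0.05, and DESeq2 called 4 genes. Without the filter for low counts edgeR called 457 genes, and without HFD3 it called 1. Jun (chr4:95049034-95052222) went from 327 ± 27.7 to 151.5 ± 135 CPM (log2 fold change −1.13, edgeR adjusted p = 0.633), and Ier2 (−0.88) and Gadd45g (−0.95) were likewise not called. Leaving out 1 library gave −2.16 to −0.79 for Jun, −1.37 to −0.61 for Ier2 and −1.64 to −0.61 for Gadd45g. Prm1 went from 13113 ± 1402 to 54808 ± 64447 CPM (2.06, edgeR adjusted p = 0.633), Tnp1 from 2408 ± 536 to 9964 ± 10992 (2.05) and Oaz3 had 1.81, or −0.03 without HFD3. With 1 library left out, the lowest values were 0.43 for Prm1, 0.59 for Tnp1, 0.43 for Tnp2 and 0.25 for Smcp. Spermatid transcripts made up 3.54%, 4.29% and 4.50% of the UMIs of Sertoli cells in the CD mice and 4.89%, 4.58% and 20.5% in HFD1, HFD2 and HFD3. The list of spermatid transcripts had a median log2 fold change of 1.81 with 0 of 30 genes called and 0 adjusted over the list alone (camera adjusted p = 1.9e-08, adjusted p = 0.824 with an estimated correlation), and lost the call without HFD3 (camera adjusted p = 0.16). The histone replacement list had 1.75 (camera adjusted p = 2.3e-05, 0.65 without HFD3, adjusted p = 0.824 with an estimated correlation) and the list of Sertoli products −0.23 (camera adjusted p = 0.016, 0.67 without HFD3, adjusted p = 0.824 with an estimated correlation). Immediate early genes had a median of −0.62 with 0 of 20 called (camera adjusted p = 2.6e-05, adjusted p = 0.824 with an estimated correlation), and lost the call without HFD2 (camera adjusted p = 0.077). All 40 genes of Fig. 5a had the direction of the paper, 13 separated the mice by diet, and 0 were called. Fig. 5a shows 18 of the 30 spermatid, 6 of the 22 histone replacement, 3 of the 22 Sertoli product and 3 of the 20 immediate early genes tested, so these lists are not independent evidence.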

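Leydig cells make testosterone from cholesterol and lie next to vessels and macrophages. Saa3 and Saa1 encode serum amyloid A, secreted in the acute phase of inflammation by many tissues, fat among them. Serpina3n inhibits proteases and is induced by cytokines, Cd14 helps cells to sense bacterial lipopolysaccharide, and Fetub is a secreted protease inhibitor linked to obesity. Hsd3b1 and Hmgcs1 are enzymes of steroid and of cholesterol synthesis. In Leydig cells edgeR called 5 genes higher and 0 lower of 7832, with 418 at an unadjusted p under 0.05, and DESeq2 called 15. Saa3 (chr7:46711998-46715700) rose from 4.96 ± 3.15 to 1471 ± 207 CPM (log2 fold change 7.90, standard error 0.32, edgeR adjusted p = 4.6e-07) and kept the call without any single library. Serpina3n (chr12:104406729-104414329) rose from 23.2 ± 0.457 to 101 ± 23.1 CPM (2.10, edgeR adjusted p = 0.00647, 0.0641 without CD1), and Cd14 from 13.9 ± 2.51 to 55.7 ± 2.43 (2.06, edgeR adjusted p = 0.00991, 0.0676 without CD1 and 0.0818 without CD2). Saa1 rose from 1.68 ± 0.713 to 36.5 ± 23.2 CPM (4.80, edgeR adjusted p = 0.0414) but kept the call only without HFD2. Fetub rose from 17.3 ± 9.43 to 108 ± 30.0 CPM (2.49, edgeR adjusted p = 0.0414) and kept the call only without CD2 or HFD1. Hsd3b1 went from 11050 ± 4224 to 5918 ± 847 CPM (−0.90, edgeR adjusted p = 0.604), Hmgcs1 from 382 to 238 (−0.69, edgeR adjusted p = 0.744) and the mitochondrial sulfurtransferase Tst from 673 to 366.5 (−0.88, edgeR adjusted p = 0.608), and none of these was called. The kallikreins Klk1b21 (411 ± 369 to 1303 ± 1703 CPM), Klk1b24 and Klk1b27 had log2 fold changes of 1.68, 1.41 and 1.74 with HFD3 and −0.34, −0.27 and −0.68 without it, and Klk1b22 had 3.16 and 0.45, none of them called. Acute-phase genes had a median log2 fold change of 1.30 with 2 of 13 called and 10 adjusted over the list alone (camera adjusted p = 2.0e-17, adjusted p = 0.118 with an estimated correlation), and interferon genes 0.46 (camera adjusted p = 0.004, 0.28 without CD2, adjusted p = 0.824 with an estimated correlation). Cholesterol synthesis genes had −0.22 (camera adjusted p = 0.015, 0.42 without CD2), genes of oxidative stress 0.34 (camera adjusted p = 0.021, 0.31 without HFD1) and genes encoded by mitochondria 0.24 (camera adjusted p = 0.046, 0.56 without CD1), each with adjusted p = 0.824 with an estimated correlation. Spermatid transcripts had −0.23 (camera adjusted p = 0.0013, 0.52 without HFD2, adjusted p = 0.824 with an estimated correlation), and 5 myeloid markers had 0.54. Fig. 5b shows 4 of the 13 acute-phase, 2 of the 16 interferon, 1 of the 21 cholesterol, 1 of the 20 oxidative stress and 1 of the 30 spermatid genes, so these lists are not independent evidence. All 34 tested genes of Fig. 5b had the direction of the paper, 12 separated the mice by diet, and 1, Saa3, was called. Without the filter for low counts 104 genes were called. Without CD1 there were 2, and without the doublets 3.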

**Table 4:** Markers for each cluster were identified based on published research.

Cell type	Markers
Spermatogonia	Dmrt1, Stra8, Cenpa, Daz1
Spermatocytes	Spo11, Piwil1, Tex101, Sycp3, Spata16, Ovol2
Elongating spermatids	Prm1, Prm2, Tnp1, Spata3, Txndc2
Round spermatids	Sun5, Tex21, Tex36, Acrv1, Actl7b
Sertoli cells	Wt1, Cldn11, Amhr2
Leydig cells	Insl3, Fabp3, Hsd3b1, Cyp11a1
Endothelial cells	Cdh5, Pecam1, Vwf
Myeloid cells	Lyz2, Mrc1, Cd68, Cd163, C1qc
Fibroblasts	Lum, Dcn, Col1a2, Col1a1

**Fig. 2:**
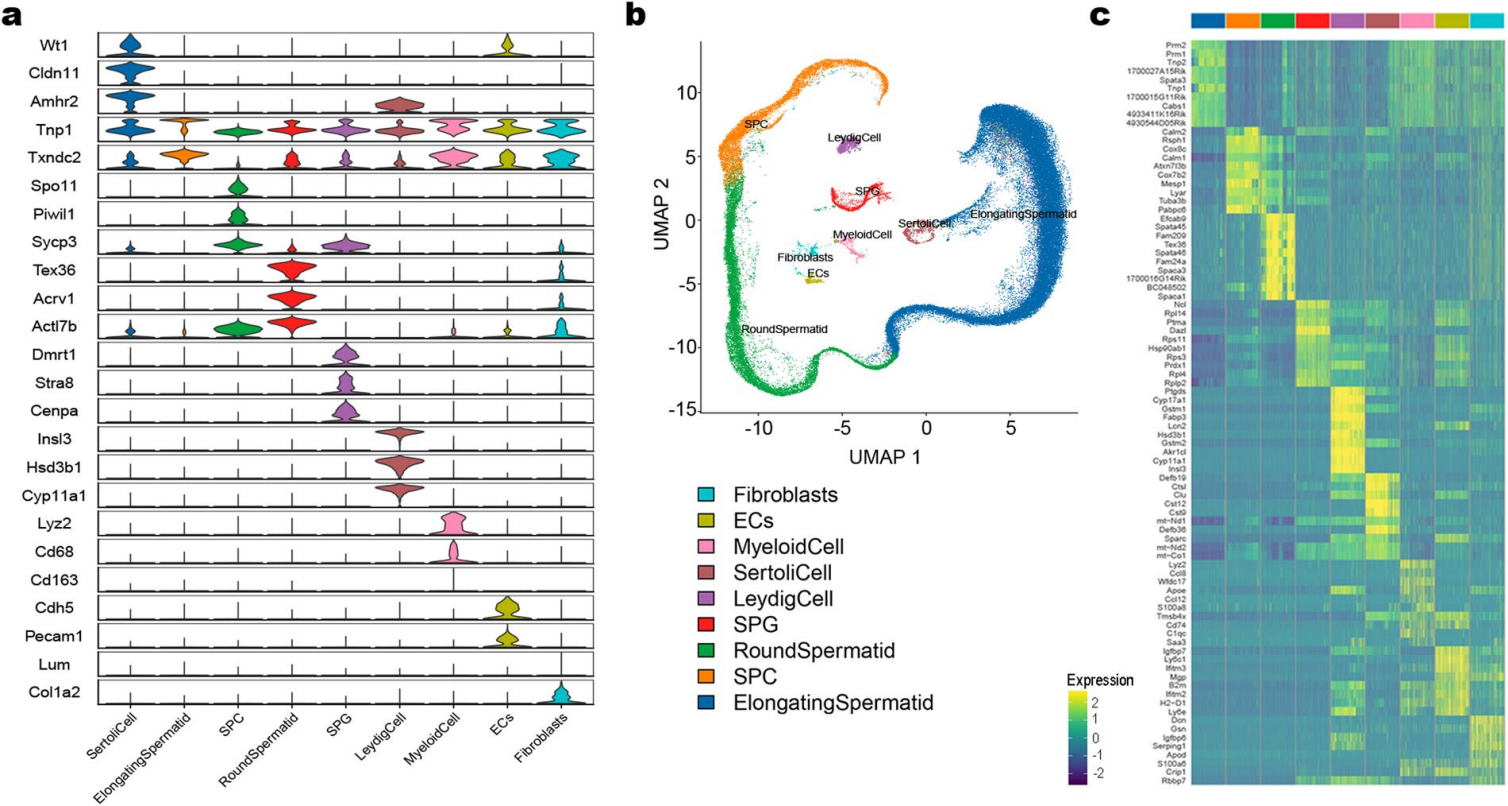
A summary of markers and characteristics of testicular cell types as delineated by scRNA-seq. (**a**) Cell-specific markers are shown by violin plot. SPG: *Dmrt1, Stra8, Cenpa*. SPC: *Spo11, Piwil1, Sycp3*. RS: *Tex36, Acrv1, Actl7b*. ES: *Tnp1, Txndc2*. SCs: *Wt1, Cldn11, Amhr2*. LCs: *Insl3, Hsd3b1, Cyp11a1*. ECs*: Cdh5, Pecam1*. Fibroblasts: *Lum, Col1a2*. Myeloid cells: *Lyz2, Cd68, Cd163*. (**b**) UMAP of single-cell transcriptomics data from testes of adult mice. Cells were classified into nine types with different colors, with each color representing one cell type. (**c**) Heatmap of the top 20 highly expressed genes in each cluster.

**Fig. 3:**
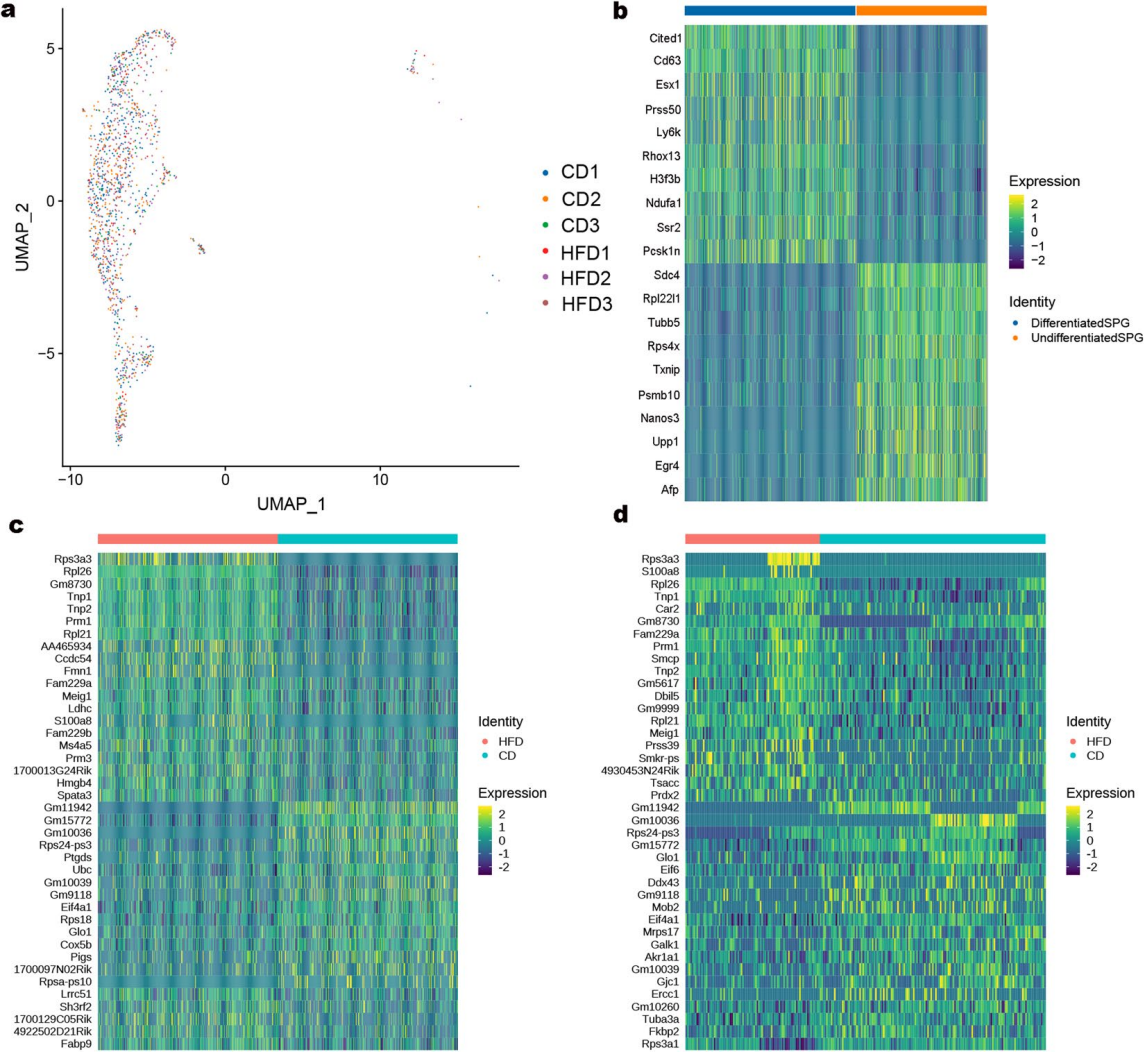
The subclusters of SPG. (**a**) UMAP of SPG in CD and HFD groups. (**b**) Heatmap of DEGs between differentiated SPG and undifferentiated SPG. Heatmap of DEGs between CD and HFD groups in differentiated SPG (**c**) and undifferentiated SPG (**d**).

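Rpl26 and Rpl21 are proteins of the large ribosomal subunit, which every growing cell makes in bulk. The mouse genome holds many processed pseudogenes of such genes, near-identical copies that were inserted from spliced RNA and mostly make no protein. Gm15772 is such a copy of Rpl26, and Rps24-ps3 one of Rps24. Reads from the gene can be placed on its copy, and outbred mice differ in their copies. In Fig. 3c,d and Table S6, Rpl26 and the pseudogene Rps3a3 have the largest rises in HFD SPG. In differentiated SPG Rpl26 (chr11:68901583-68906989) went from 683 ± 653 to 1410 ± 75.1 CPM (log2 fold change 1.16, standard error 0.76, edgeR adjusted p = 0.784), and Gm15772 (chr5:3236431-3236868) from 1210 ± 419 to 685 ± 51.3 CPM (−0.85, edgeR adjusted p = 0.430). In undifferentiated SPG Rpl26 had 1.17 (edgeR adjusted p = 0.968) and Gm15772 −0.80 (edgeR adjusted p = 0.335). Over all cells Rpl26 stood at 84.8, 115 and 456 CPM in the CD mice and 407.6, 441 and 493 in the HFD mice, and Gm15772 at 509, 506 and 243 against 217, 227 and 247. Their sum was 594, 621, 698, 625, 667.6 and 740 CPM. CD3 on the chow diet was like the HFD mice in all 3 values. Other processed pseudogenes of ribosomal genes were on in some mice and off in others. Gm11942 (chr4:32964888-32965232) stood at 65.9 CPM in CD1 and 54.9 in CD3 but 0.114 in CD2 and 0.115, 0.130 and 0.164 in the HFD mice, Gm10036 (chr18:15832794-15833327) at 114 only in CD2, and Rps3a3 (chr13:108670603-108671397) at 43.9 only in HFD3. Rps24-ps3 was not called in differentiated SPG (215 to 81.5 CPM, log2 fold change −1.49, edgeR adjusted p = 0.891) or in undifferentiated SPG (−1.54, edgeR adjusted p = 0.978). The levels of these ribosomal genes are uncertain, since counts of a gene and its copies may be mixed, and the mapping of reads was not tested. This holds as well for Rpl21, which has many such copies, and for Gm9625, which rose in differentiated SPG from 3.08 ± 2.19 to 21.8 ± 7.84 CPM (3.05, edgeR adjusted p = 0.00373).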

**Fig. 4:**
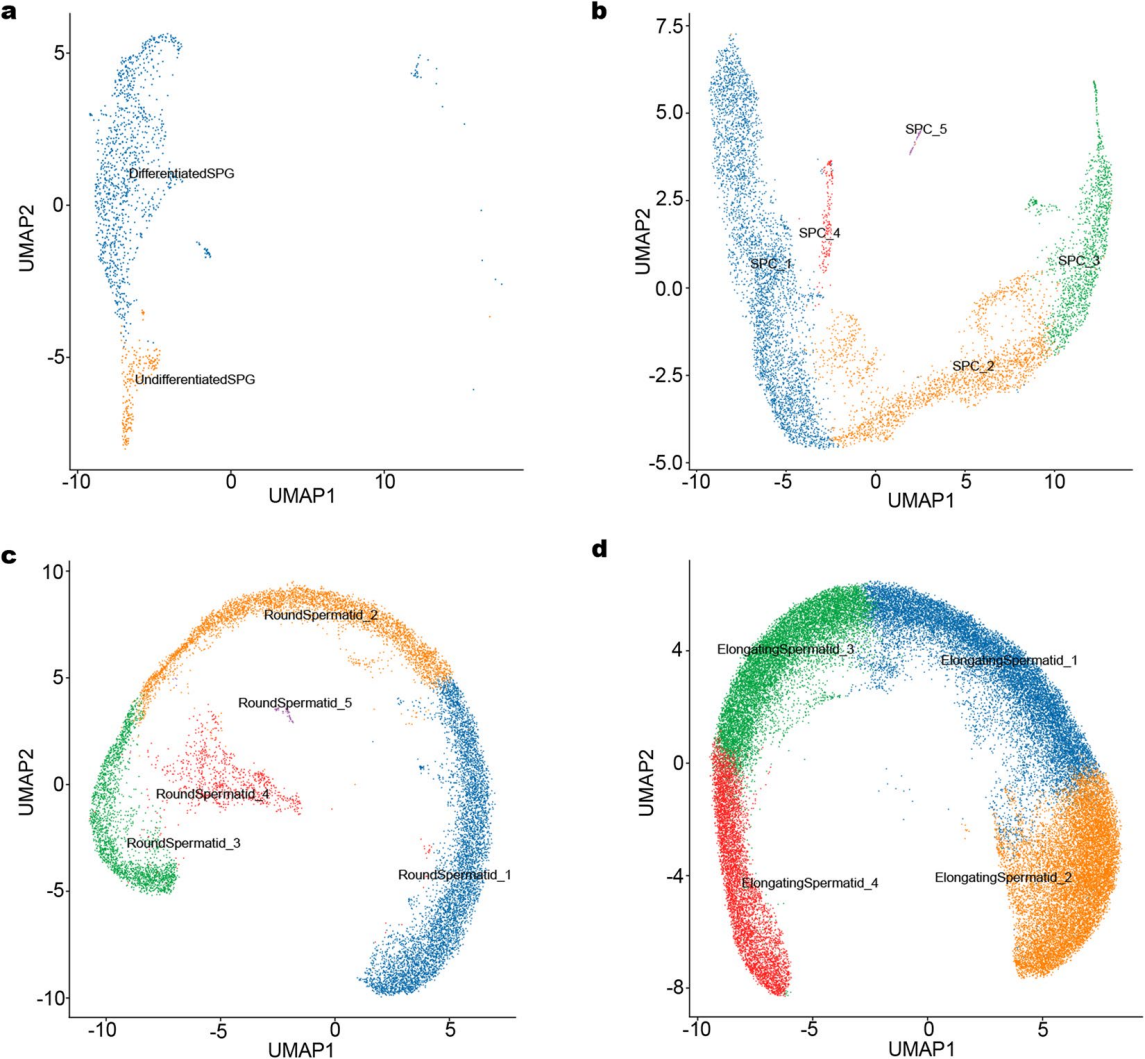
The UMAP of subclusters in SPG (**a**), SPC (**b**), RS (**c**), and ES (**d**).

**Fig. 5:**
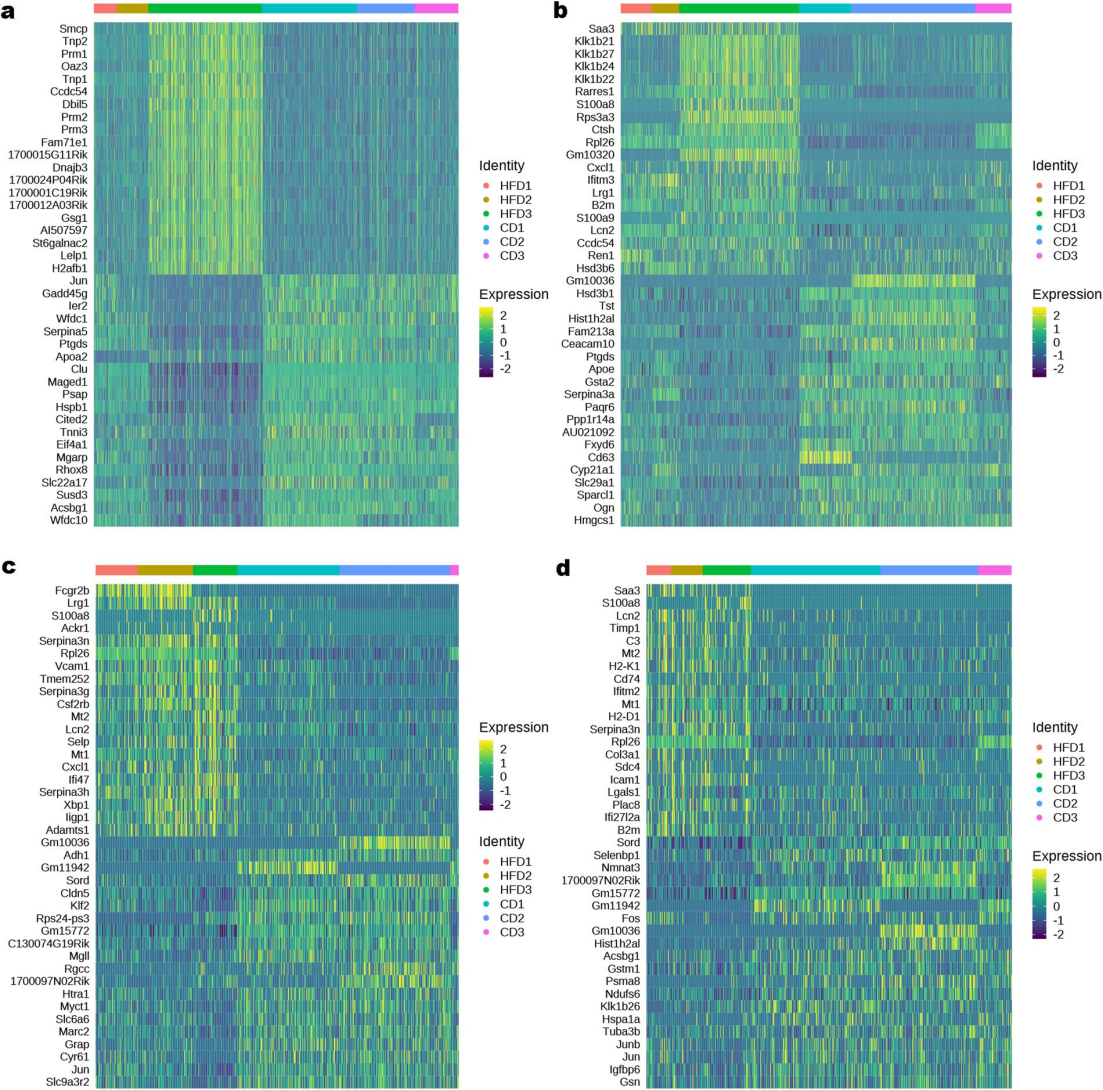
Heatmap of the top 20 highly expressed genes in each example. (**a**) SCs. (**b**) LCs. (**c**) ECs. (**d**) fibroblasts.

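Endothelial cells line the vessels and let leukocytes pass when inflamed. Selp is the P-selectin that slows leukocytes, Cxcl1 draws neutrophils, and Ch25h makes an oxysterol that restrains viruses and cholesterol synthesis. Serpina3n, Serpina3h and Serpina3g are protease inhibitors of the acute phase or of the interferon answer. Litaf takes part in the production of tumor necrosis factor, Rnd1 loosens cell contacts, and Iigp1, Igtp and Ifi47 are GTPases induced by interferon gamma. edgeR called 28 genes higher and 1 lower of 6761 in endothelial cells, with 347 at an unadjusted p under 0.05, and DESeq2 called 48. Ch25h (chr19:34473778-34475164) rose from 6.13 ± 5.06 to 87.1 ± 40.8 CPM (log2 fold change 4.39, edgeR adjusted p = 0.00292), Selp (chr1:164115264-164150026) from 7.40 ± 6.74 to 166 ± 101 (4.06, edgeR adjusted p = 0.00368), Serpina3n from 29.6 ± 11.0 to 317 ± 115 (3.35, edgeR adjusted p = 0.00163) and Serpina3h from 12.0 ± 3.94 to 139 ± 25.1 (3.51, edgeR adjusted p = 0.00163). Litaf rose from 20.2 to 141 CPM (2.76, edgeR adjusted p = 0.00292) and Rnd1 from 14.9 to 122 (3.10, edgeR adjusted p = 0.00664). These 6 genes kept the call without any single library. Serpina3g rose from 6.55 ± 9.10 to 169 ± 75.6 CPM (4.26, edgeR adjusted p = 0.00472, 0.069 without HFD2), Cxcl1 from 70.2 ± 25.7 to 273 ± 45.6 (2.05, edgeR adjusted p = 0.0148, 0.0937 without CD2 and 0.144 without HFD2) and Iigp1 from 36.03 to 198 (2.36, edgeR adjusted p = 0.0126, 0.144 without HFD2). Ifi47 rose from 67.4 to 286 CPM (2.02, edgeR adjusted p = 0.0204) and lost the call without CD2 (edgeR adjusted p = 0.0631), CD3 (0.0559) or HFD2 (0.144). Igtp rose from 21.3 to 96.2 CPM (2.11, edgeR adjusted p = 0.0148) and lost the call without CD1 (edgeR adjusted p = 0.058), CD2 (0.0759) or HFD2 (0.144). Psma8, a proteasome subunit of SPC, fell from 47.6 to 8.91 CPM (−2.39, edgeR adjusted p = 0.0383) and kept the call only without CD1. Lrg1 (63.0 to 905 CPM, edgeR adjusted p = 0.151) and Ackr1 (7.22 to 264, edgeR adjusted p = 0.317) varied too much to be called, as did the tight junction gene Cldn5 (1326 to 723, edgeR adjusted p = 0.934). Acute-phase genes had a median of 1.99 with 5 of 14 called and 13 adjusted over the list alone (camera adjusted p = 1.7e-22, adjusted p = 0.339 with an estimated correlation), and interferon genes 1.12 with 4 of 27 called and 13 adjusted over the list alone (camera adjusted p = 1.3e-16, adjusted p = 0.258 with an estimated correlation). Adhesion genes had 0.14 (camera adjusted p = 0.016, 0.66 without CD3), immediate early genes −0.20 (camera adjusted p = 0.01, 0.98 without HFD3) and meiosis genes −0.40 (camera adjusted p = 0.0046, 0.094 without HFD1), each with adjusted p = 0.824 with an estimated correlation. Fig. 5c shows 8 of the 14 acute-phase, 2 of the 27 interferon, 5 of the 19 adhesion and 3 of the 23 immediate early genes, so these lists are not independent evidence. Spermatid markers had −0.04, 3 myeloid markers 0.79 and 5 peritubular myoid markers 1.53. The filter against free RNA passed 25 of the 29 called genes, and 19 of them were called in its fit. All 37 tested genes of Fig. 5c had the direction of the paper, 24 separated the mice by diet, and 11 were called. CD3 held only 15 endothelial cells. The deviations of mice with the same number had correlations of 0.223, 0.183 and 0.395 in this class, though CD1 and CD2 each had positive ones with both HFD1 and HFD2 (0.136 to 0.288), and with the number as a block edgeR called 68 genes, 25 of the 29 among them, but not Serpina3g (edgeR adjusted p = 0.166). The count of called genes was 16 without CD2, 8 without HFD2 and 16 without the doublets, and 97 without the filter for low counts.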

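Fibroblasts make the collagens of the interstitium and turn to an inflammatory state under cytokines. Saa3 is an acute-phase protein, C3 is the central protein of complement, and Timp1 inhibits matrix metalloproteases. Icam1 holds leukocytes, H2-K1 presents peptides to T cells, and Mt1 and Mt2 are metallothioneins that bind zinc and answer glucocorticoids and stress. Col6a5 and Col3a1 are collagens. edgeR called 45 genes higher and 9 lower of 1744, with 441 at an unadjusted p under 0.05, and DESeq2 called 66. Saa3 rose from 13.2 ± 18.02 to 5786 ± 2765 CPM (log2 fold change 8.71, edgeR adjusted p = 4.5e-07), Timp1 (chrX:20870166-20874735) from 38.5 ± 19.3 to 899 ± 440 (4.53, edgeR adjusted p = 4.1e-05), C3 from 135 ± 58.5 to 1274 ± 254 (3.14, edgeR adjusted p = 8.5e-05) and Icam1 from 17.5 to 365 (4.10, edgeR adjusted p = 0.000155). Serpina3n rose from 39.3 to 430 CPM (3.34, edgeR adjusted p = 0.000155), Mt1 from 973 to 10111 (3.38, edgeR adjusted p = 0.000155), H2-K1 from 200 to 1328 (2.72, edgeR adjusted p = 0.000546) and Col3a1 from 132 to 984 (2.85, edgeR adjusted p = 0.000486). Col6a5 had 0 counts in CD mice and 325 ± 240 CPM in HFD mice, a rise of at least 78.5-fold (edgeR adjusted p = 8.5e-05). These 9 genes kept the call without any single library. Mt2 rose from 238 to 3727 CPM (3.98, edgeR adjusted p = 8.5e-05, 0.0596 without HFD2). Acsbg1, an acyl-CoA synthetase of Leydig and other steroid cells, fell from 535 to 110 CPM (−2.21, edgeR adjusted p = 0.00385, 0.052 without HFD1), and Sord, sorbitol dehydrogenase, from 1289 to 322 (−2.004, edgeR adjusted p = 0.00385, 0.0567 without HFD1) with 815 CPM in ES. In the fibroblasts 3 Leydig markers had a median of −1.21, 20 ES markers −0.89, none of them called, and the fibroblast markers 0.10. Acute-phase genes had 3.24 with 6 of 10 called and 8 adjusted over the list alone (camera adjusted p = 1.0e-10, adjusted p = 0.258 with an estimated correlation), interferon genes 2.05 with 9 of 11 called and 10 adjusted over the list alone (camera adjusted p = 2.3e-09, adjusted p = 0.414 with an estimated correlation) and matrix genes 0.76 with 3 of 10 called and 4 adjusted over the list alone (camera adjusted p = 0.0017, adjusted p = 0.414 with an estimated correlation). Fig. 5d shows 6 of the 10 acute-phase, 5 of the 11 interferon and 2 of the 10 matrix genes, so these lists are not independent evidence. Spermatid transcripts had −0.77 with 0 called and 2 adjusted over the list alone (camera adjusted p = 0.0059, 0.17 without HFD2, adjusted p = 0.824 with an estimated correlation). Of 32 tested genes of Fig. 5d, 30 had the direction of the paper and 15 were called, and Ndufs6 and Tuba3b had the other direction. The fibroblasts were few, 12 in CD3 and HFD1 and 16 in HFD2 and HFD3, and came from 2 clusters, of which the first held 67 cells of CD and 18 of HFD mice and the second, which has Saa3 among its leading genes, 36 and 26. In the first cluster alone Saa3 stood at 6.47, 0 and 0 CPM in the CD mice and 364, 0 and 1130 in the HFD mice. The second cluster held 33.3% to 36.1% of the fibroblasts of CD and 50% to 75% of HFD mice. Within it alone all 54 called genes kept their direction and 43 separated the diets, with Saa3 at 26.2 ± 45.4 and 7143 ± 3063 CPM. Within the first cluster 42 kept their direction and 17 separated the diets. Of these 17, Anxa1 (68.3 and 21.5 CPM) and Ugdh (15.6 and 0 CPM) did so against the direction of the call. These counts were chosen after the values were seen. The count of called genes was 18 without HFD1, 20 without HFD2, 291 without HFD3, 23 without the doublets, a fit that also lost HFD2 with 9 cells left, and 155 without the filter for low counts.

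**Figure D3:**
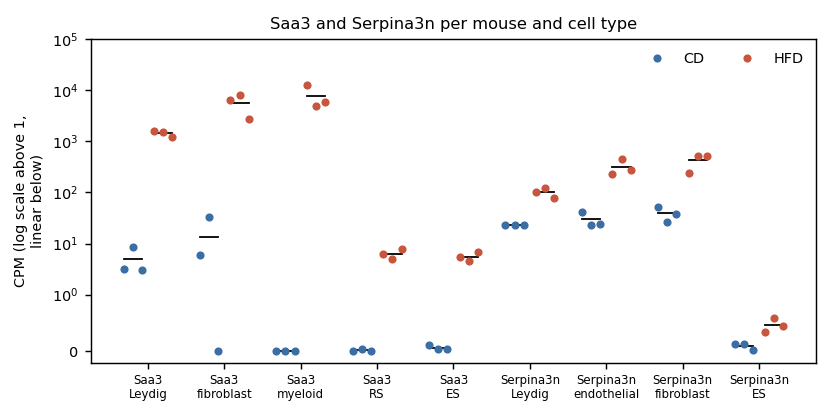
Saa3 and Serpina3n in CPM (log scale above 1, linear below) in the classes named, with 1 point per mouse and a line at the mean of each diet. Saa3 rose in Leydig cells (4.96 to 1471 CPM) and fibroblasts (13.2 to 5786 CPM) in every HFD mouse, with far less in ES (0.0636 to 5.56 CPM).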

In general, these preliminary processing and analyses not only demonstrate the high quality of the dataset, but also reveal the potential for exploring new spermatogenic cell subclusters, cell markers, and testicular microenvironmental changes, especially under the condition of HFD.

## Usage Notes

It is crucial to emphasize that, owing to the variance in RNA content among cell clusters in the mouse testis, normalization is a requisite step in conducting comparative analysis with this dataset. 

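RNA content follows the work of a cell. SPC store RNA for meiosis and for the silent time after it, RS go on transcribing, and ES lose RNA with the residual body that Sertoli cells engulf. The paper advises normalization because of this variance. The median UMIs per cell were 11745 in RS, 11612 in SPC, 8520 in Leydig cells, 7988.5 in ES and 6596 in Sertoli cells. They were 6389 in SPG, 6270.5 in endothelial cells, 5800 in fibroblasts and 5206 in myeloid cells, so the highest was 2.26-fold the lowest. The median genes per cell ran from 3634 in RS and 3509 in SPC over 2694 in SPG, 2690 in Sertoli, 2676 in Leydig, 2246.5 in endothelial, 2117 in fibroblast and 2002 in myeloid cells to 1713 in ES, a ratio of 2.12. As means of the library medians, the UMIs were 11917 ± 1717 in RS, 11807 ± 1758 in SPC, 9020 ± 1636 in Leydig cells, 8244 ± 1267 in ES and 7183 ± 2121 in endothelial cells. They were 6926 ± 1055 in Sertoli cells, 6489 ± 690 in SPG, 6357 ± 1288 in fibroblasts and 5569 ± 747 in myeloid cells. No class separated the diets in UMIs per cell, the lowest p being 0.3 (two-sided exact permutation test), as in SPC with 12832 in CD and 10783 in HFD mice.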

We advise implementing normalization based on either gene counts or UMI counts per cell. This guarantees data comparability, thereby substantially the precision and reliability of the results.

### Supplementary information

Supplemental Figures S1

Supplemental Figures S2

Supplemental Figures S3

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supplemental table 5

Supplemental table 6

## Data Availability

No special code was used for analysis of the current dataset. All of the analyses were done with the following open programs: SCOPE-tools (https://github.com/SingleronBio/SCOPE-tools/blob/0.1.0/scopetools/barcode.py). STAR v2.6.1b (https://github.com/alexdobin/STAR). Seurat v3.1.2 (https://github.com/satijalab/seurat).

How the deposited data were processed for this re-analysis (not part of the article)

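Testes of 6 male ICR mice, an outbred stock, were measured by single-cell RNA sequencing, 3 after 12 weeks on a chow diet (CD) and 3 after 12 weeks on a high-fat diet (HFD), begun at 6 weeks of age. Each library holds 1 mouse, so the mouse is the replicate. The paper describes microwell capture with the GEXSCOPE kit, while the labels of the samples name the platform of 10x Genomics, and both are given here because the files do not settle it. The submitters' processing notes and the methods name STAR for alignment to GRCm38, featureCounts for the assignment to genes, and Seurat. The authors deposited 1 matrix of UMI counts per library, whole numbers for 37822 genes and the barcodes called as cells, before the filter of the methods. Body weights, reads, images and the shared objects of the authors were not used here. Gene coordinates came from the GENCODE annotation of GRCm38.

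Scripts were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, leidenalg 0.10.2 and matplotlib 3.10.9, and in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Cells with 200 to 5000 genes, at most 30000 UMIs and at most 20% mtRNA were kept. The paper writes that cells below the UMI limit were excluded, and both readings were counted. Genes per cell were also taken after thinning every cell to 3000 UMIs. Limits beside 0 cells and folds against a group with 0 counts both use a limit of 3 counts. Counts of cells differed between libraries far more than chance allows, so diets were compared by a two-sided exact permutation test of the 6 libraries, which cannot go below p = 0.1. Values with ± are means with standard deviations over libraries.

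Counts were log-normalized to 10000 per cell, and 2000 variable genes gave 20 principal components. Libraries were aligned with Harmony, written out for this work from its published algorithm. A graph of 20 neighbours was cut with the Leiden method at resolution 1 into 29 clusters. Each cluster was named from fixed marker lists. Its leading genes were ranked by CPM over that of all other cells, with 20 CPM added to both, among genes with a UMI in 25% of its cells. It took the class with the most markers among the top 200, with at least 3 of them and no other class ahead in the top 10. A cluster with under one in 3 of the marker level of the top cluster of its class was called mixed and left out of the class. Clusters with markers of several somatic classes were split again, and SPG, SPC, RS and ES were each sub-clustered in the same way. This naming rule was revised after the clusters were seen and before any comparison of diets. The names were rebuilt, since the authors' names per cell were not used here, so differences from the study can come from the names. On simulated cells of 4 classes in 3 libraries, neighbours from the same library went from 62.6% to 32.9% with Harmony and the classes were recovered (adjusted Rand index 1.0).

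UMI counts were summed per library and class, with at least 10 cells in each, for 10 classes. T and NK cells (36) and peritubular myoid cells (27) were too few. edgeR was run with TMM, filterByExpr and the robust quasi-likelihood F test, with diet as the only term, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Values of genes in tests are CPM with TMM factors, and those of markers, shares and ribosomal genes over all cells are plain CPM. On simulated counts with true changes, edgeR recovered 84% of the genes with a log2 fold change of 2 in Leydig cells, 78% in undifferentiated SPG and 65% in ES, and 32%, 52% and 8% of those with 1. It made 13, 6 and 12 false calls among 7832, 3591 and 18400 genes. With 100 genes changed at each fold, the true calls were 84 and 32 in Leydig cells, 78 and 52 in undifferentiated SPG and 65 and 8 in ES. False calls thus made up more than the threshold of 0.05 of all calls in Leydig cells and ES, but not in undifferentiated SPG. DESeq2 recovered 80%, 72% and 82% at a log2 fold change of 2 with 5, 0 and 48 false calls. Thus many changes of 2-fold are missed. The libraries held from 124668555 to 153566175 UMIs, and the precision of each gene is given by its standard deviation over mice or by the standard error of its log2 fold change. The differences of diet effects between the SPG groups, and between Sertoli and Leydig cells, were tested as interactions with the mouse as a block. 19 gene lists, fixed from general knowledge after reading the paper, were tested with camera of limma with a preset correlation of 0.01, for lists with at least 3 genes, adjusted over all lists and classes. Some members are shown in the paper's figures and tables, and their number is given where the list is. Camera with this preset correlation also called 15 to 38 of 176 tests when the 6 libraries were split 3 and 3 in ways other than diet.

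The samples, the tests, the alternatives, the gene lists and the rule for the genes named were written before the data were examined, though the values in the paper's tables and figures had been seen. The rule took, for each class, up to 10 genes per direction with the largest change among the called genes whose mice are separated by diet. It also took the first 5 genes per direction that Fig. 5 or Table S6 shows for the class, the 4 genes with the smallest p of each list reported, every marker of Table 4, and the first 5 genes of each sheet of Tables S1 and S2. The text names only part of the genes the rule took. A gene that the rule took in differentiated SPG is not reported here. The alternatives were DESeq2, no filter for low counts, the replicate number as a block, classes without Harmony (32 clusters), Leiden resolution 2 (44 clusters), and leaving out each library in turn. Further ones left out the 6% of cells per library most like simulated doublets (4232 cells, 2 simulated doublets per cell), and kept only genes at least as high in the class as in germ cells (for SPG and SPC, as in RS and ES) of CD mice, as a guard against free RNA. Genes with near-identical copies in the genome are reported as uncertain. Called genes that lead a cluster of their class are also given outside that cluster.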

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

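The tests of a single library and of diet for the spermatid transcripts, and those of a variant and of diet for the ribosomal genes, and for the acute-phase genes that of a share of myeloid RNA in the called ones and the comparison of markers with the whole list, were chosen after the values were seen, and all other tests here were planned.

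Spermatid transcripts in Sertoli cells stood out in HFD3. RNA of spermatids in the Sertoli cells of that mouse may account for this. The excess of 20 genes of Fig. 5a followed their level in its ES (Spearman 0.980). The paper shows these genes as higher in HFD Sertoli cells of the same data, so they are not independent evidence. A single library set the difference, with a median log2 fold change of 1.90 with all libraries and 0.15 without HFD3, a ratio of 0.0799. Diet could not be told apart, since 0 of 9 pairs of mice had the CD mouse higher. Without Harmony 153 of the 266 Sertoli cells of HFD3 fell into unnamed clusters, 101 stayed in the class, and the median was 0.30, while without doublets 260 stayed and it was 2.29.

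Ribosomal genes and their pseudogenes differed between mice. Reads shared between Rpl26 and its copy Gm15772 may account for the rise of Rpl26 that the paper shows in SPG, since the changes of 1.03 and −0.86 in log2 left 0.09 in their sum, a ratio of 0.0846. Diet stayed open, as over 5 such genes 12 of 45 pairs of mice went against the direction of the means, but only 2 of 9 for Rpl26 and 1 of 9 for Gm15772. Over all cells Rps3a3 reached 43.9 CPM only in HFD3 and Gm10036 114 only in CD2. Gm11942 was low in every HFD mouse, but also in CD2 (0.114 CPM against 65.9 in CD1 and 54.9 in CD3). Such differences within a diet argue against diet alone for Rps3a3, Gm10036 and Gm11942. A variant of single mice could not be told, with a median Spearman of 0.657 between classes over 225 pairs. Over all cells Rps3a3 stood at 0.0265 to 0.128 CPM in every mouse but HFD3, and Gm10036 at 1.18 to 1.62 in every mouse but CD2. Ranks then mostly order mice with almost no counts, so this test cannot decide it.

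In Leydig cells edgeR called 2 of 13 tested acute-phase genes, Saa3 and Serpina3n, and camera called the list whichever library was left out (highest camera adjusted p = 3.0e-12), but not with an estimated correlation (adjusted p = 0.118). For the 2 genes a share of myeloid RNA was excluded, since no myeloid marker reached over 0.124 of the part of its myeloid level that Saa3 had, and Serpina3n stood 41.0-fold above its myeloid level in HFD3. For the list it stayed open, as the markers had a median of 0.54 against 5.00 in the called genes, a ratio of 0.109, but against 1.30 in the whole list. Free RNA of the library was excluded for Saa3, whose log2 fold change in ES minus that in Leydig cells was −1.48 (standard error 0.493) with 5.56 and 1471 CPM in HFD mice, and stayed open for the list, with medians of 1.3998 in ES, 1.21 in SPC and 0.87 in RS. A local answer of Leydig cells to the diet may remain, and 3 mice per diet do not set it apart from other differences between the groups.

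Signals appeared in classes whose diets the paper did not compare: 29 genes were called in myeloid cells, 1 in SPC, 4 in RS and 7 in ES by edgeR.

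Each count was also taken over the 10 ways to split the 6 libraries into 3 and 3, the diets being 1 of them, and 10 splits are too few to say more. As many calls as by diet came in 1 split for Leydig cells (5, highest other 4), endothelial cells (29, highest other 4), fibroblasts (54, highest other 2), myeloid cells (29, highest other 1), differentiated SPG (41, highest other 7) and the gene lists (41, highest other 38). They came in 10 splits for Sertoli cells (0, highest other 0), 4 for undifferentiated SPG (1, highest other 1), 7 for SPC (1, highest other 43), 3 for RS (4, highest other 42) and 4 for ES (7, highest other 75). For the interactions they came in 10 splits each (0, highest other 3 for the SPG groups and 0 for Sertoli and Leydig cells). In SPC, RS and ES the split of CD1, HFD1 and HFD2 against CD2, CD3 and HFD3 gave several times the count of diet, which points to a structure of the samples other than diet. For the gene lists the splits other than diet gave 15 to 38 calls of 176 tests. Camera with the preset correlation thus called many lists for other groupings of the mice as well, and the number of called lists does not set diet apart.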

How the results depend on the processing

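All alternatives for genes and lists were planned, and leaving out libraries for the genes per cell and the mtRNA share was chosen after seeing the data. Of the values that answer a comparison, 165 were taken as the same and 73 as moved. Counts were taken as the same within 1.5-fold. For differences, being taken as the same does not mean that the sign was kept, and ranges that change sign are given below. The fits were followed for 108 pairs of a gene and a class, most of them named in the text. The 73 called kept their call in 667 fits, lost it in 175 with the same direction and had no value in 34. The 35 not called stayed so in 364, were called in 41 and changed sign in 4, and some of their fits gave no value. The cause was not tested except where stated.

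DESeq2 called 4 genes in Sertoli cells, 15 in Leydig, 48 in endothelial, 17 in differentiated SPG, 2 in undifferentiated SPG, 289 in SPC, 43 in RS and 105 in ES. Without the filter for low counts edgeR called 457 in Sertoli cells, 104 in Leydig, 97 in endothelial, 155 in fibroblasts, 94 in myeloid, 91 in differentiated SPG, 3 in undifferentiated SPG, 35 in SPC, 15 in RS and 40 in ES. Classes without Harmony gave 20 in fibroblasts, 70 in differentiated SPG, 2 in undifferentiated SPG and 0 in SPC. Without doublets there were 3 in Leydig cells, 16 in endothelial and 23 in fibroblasts, where HFD2 was left out with 9 cells. The filter against free RNA, which tests fewer genes, gave 3 in Leydig cells, 44 in endothelial, 2 in differentiated SPG, 4 in SPC and 15 of the gene lists, and an estimated correlation gave 0 lists (smallest camera adjusted p = 0.118). Leiden resolution 2 gave 44 clusters, and the literal reading of the UMI limit 787 cells.

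With the replicate number as a block edgeR called 68 genes in endothelial cells, 90 in fibroblasts, 97 in differentiated SPG, 7 in undifferentiated SPG, 0 in SPC, 0 in RS and 3 in ES. The deviations of mice with the same number had correlations of 0.004, −0.076 and 0.062, and over all cells every mouse matched a mouse of another number best, so over all cells the numbers do not pair the mice. In endothelial cells the correlations were 0.223, 0.183 and 0.395, but CD1 matched HFD2 (0.288) better than HFD1.

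Leaving out each library in turn, the called genes ranged from 0 to 1 in Sertoli cells, 2 to 7 in Leydig, 8 to 41 in endothelial, 18 to 291 in fibroblasts, 6 to 53 in myeloid, 13 to 77 in differentiated SPG, 0 to 13 in undifferentiated SPG, 0 to 2 in SPC, 0 to 3 in RS and 1 to 42 in ES. The interactions ranged from 0 to 1 between the SPG groups and from 0 to 42 between Sertoli and Leydig cells, and the lists from 36 to 44. The log2 fold changes of Oaz3 in Sertoli cells ranged from −0.0335 to 2.26, Klk1b21 in Leydig cells from −0.34 to 2.61, Klk1b24 from −0.27 to 2.23, and Klk1b27 from −0.68 to 2.50. The difference in genes per cell ranged from −227.8 to 70.7 and that in the mtRNA share from −0.989 to −0.479. The difference in share ranged from −1.71 to 0.284 percentage points for SPG, −1.61 to 0.367 for RS and −0.869 to 0.151 for Leydig cells, and kept its sign in ES (0.902 to 6.36) and the other classes. Rare classes may be limited by their cells, and small changes in all classes by 3 mice per diet, but neither limit was tested.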

Differences from the paper's values

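All values here come from planned comparisons, and the choice of which disagreements to list was made after the values were seen. The paper's tests took cells as replicates, and here each mouse is a replicate.

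The fold changes of Table S6 matched only on the natural-log scale, on which 53 values were compared and 1 differed. The paper's value for Ptgds in differentiated SPG is −0.512, and here it was −0.174. It differed as well without Harmony (−0.161), without doublets (−0.175), and without CD2 (−0.0277), CD3 (−0.182), HFD1 (−0.156), HFD2 (−0.130) or HFD3 (−0.242), and it did not differ without CD1.

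The filter left 70591 cells here, fewer than the paper's total and within 1.5-fold of it.

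Of the genes the paper shows as changed on HFD, many were not called here, and some of these were called in other fits. In differentiated SPG 16 of 29 tested genes were called. Ropn1 was added without the filter for low counts, without Harmony and without CD3, Gm10039 without the filter and with the replicate number as a block, and 1700013G24Rik with the block, without Harmony and without CD3. Gm15772 was added with the block and without CD3, Ldhc with the block, Rpl26 and Eif4a1 without CD3, Gm11942 without CD2 and AA465934 without HFD3. In undifferentiated SPG 1 of 14 was called. Rpl21 was added by DESeq2, by the filter against free RNA, with the block, without Harmony and without CD1, Prm1 without the filter for low counts, with the block, without CD1 and without HFD2, and Fam229a and Tnp2 with the block, without CD1 and without HFD2. Gm15772 was added without the filter, with the block and without CD3, Gm5617, Gm9999 and Smcp without CD1, Gm11942 without CD2 and Rpl26 without CD3.

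In Sertoli cells 0 of 40 tested genes were called by edgeR or DESeq2, and Gadd45g, Slc22a17, Jun and Ier2 were called without the filter for low counts. In Leydig cells 1 of 34 was called, Saa3. DESeq2 added Lrg1, leaving out CD3 added Paqr6, Ceacam10 and Rpl26, and no filter for low counts added Fam213a, Lcn2, Hsd3b6, Hsd3b1, Sparcl1, Lrg1, Paqr6, Tst, B2m and Hmgcs1. In endothelial cells 11 of 37 were called. DESeq2 added Fcgr2b, Lcn2, Lrg1 and Rgcc, no filter Lcn2, Lrg1, Rgcc, Rpl26, Sord and Vcam1, the block Adh1, Fcgr2b, Klf2, Mgll and Rgcc, and no Harmony Lrg1 and Rgcc. Leaving out CD1 added Ackr1, Lcn2, Lrg1, Rgcc and Vcam1, CD2 Gm11942 and Lrg1, CD3 Rpl26, HFD1 S100a8 and HFD3 Fcgr2b and Rgcc. In fibroblasts 15 of 32 were called, and Ndufs6 and Tuba3b had the other direction. Lcn2 was added by every other fit except those without CD1, HFD1 or HFD2. B2m was added by DESeq2, the filter against free RNA, the block and without HFD3, and Klk1b26 and Lgals1 without the filter for low counts, with the block and without HFD3. Hspa1a was added without the filter, CD2 or HFD3, Junb without the filter or CD2, Gm11942 without the filter or CD2, Rpl26 with the block or without CD3, Sdc4 without the filter, HFD1 or HFD3, Nmnat3 without the filter or HFD3, 1700097N02Rik without the filter and Gstm1 without HFD3.

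Over Table 4, 37 of 38 markers were highest in their class. The paper lists Tex101 as a marker of SPC, and here it was higher in SPG (502 CPM) than in SPC (320 CPM). Among the SPG here, a sub-cluster of 253 cells had Tex101 among its leading genes. Its top 200 genes held 8 markers of SPC and 6 of differentiated SPG, so the difference may come from the names given here. Table S1 gives Sparc to endothelial cells, and here its mean was 4067 CPM there and 4255 in Sertoli cells, with endothelial cells higher in 3 of 6 libraries.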

Other observations

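The genes and classes described here were taken by the planned rule, except that the neighbouring genes, the cells of a Saa3 cluster, the values outside the clusters a gene leads, the SPC sub-clusters led by ES genes, Cd14 and Msr1 in myeloid cells and Cst8 and Lbp were chosen after their values were seen.

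Myeloid cells of the testis are mostly resident macrophages, which border tubules and Leydig cells, joined in inflammation by monocytes and neutrophils from the blood. S100a8 is a part of calprotectin, an alarm protein of neutrophils and monocytes, Hp encodes haptoglobin that binds free hemoglobin, and Chil1 is a chitinase-like protein of activated macrophages. Clec4e is a receptor for lipids of dead cells and microbes, Fn1 and Spp1 are matrix proteins made by monocyte-derived macrophages, and Ccl4 and Ccl7 draw leukocytes. edgeR called 28 genes higher and 1 lower on HFD of 2909, with 188 at an unadjusted p under 0.05, and DESeq2 called 28, of which 23 were shared. Saa3 had 0 counts in CD mice and 7776 ± 4157 CPM in HFD mice, at least 1286-fold (edgeR adjusted p = 1.2e-06), S100a8 0 and 1178 ± 437 CPM, at least 195-fold (edgeR adjusted p = 3.2e-06), and Chil1 0 and 231 ± 95.3 CPM, at least 38.2-fold (edgeR adjusted p = 0.000155). Hp rose from 7.09 ± 12.3 to 482 ± 212 CPM (log2 fold change 5.61, edgeR adjusted p = 0.000155). These 4 genes kept the call without any single library. Clec4e rose from 3.54 to 248 CPM (5.48, edgeR adjusted p = 0.00625, 0.0546 without CD1) and Spp1 from 14.5 to 205 (4.23, edgeR adjusted p = 0.0115, 0.0972 without CD1 and 0.118 without CD2). Fn1 rose from 7.37 to 261 CPM (4.70, edgeR adjusted p = 0.0115) and lost the call without CD1 (edgeR adjusted p = 0.0707), CD2 (0.0771) or HFD1 (0.182), as did Ccl4, from 85.4 to 843 CPM (3.16, edgeR adjusted p = 0.0198), with 0.0879, 0.108 and 0.118. Ccl7 rose from 275 to 1330 CPM (2.29, edgeR adjusted p = 0.00909, 0.0906 without CD1 and 0.121 without CD2). Cd14, a part of the receptor for lipopolysaccharide, rose from 90.7 to 554 CPM (2.50, edgeR adjusted p = 0.00625, 0.0703 without CD1), and the scavenger receptor Msr1 from 64.2 to 231 (1.80, edgeR adjusted p = 0.0222, 0.147 without CD1, 0.148 without CD2 and 0.0718 without CD3). Tsc22d1, a regulator of transcription that answers TGF-beta, fell from 133 ± 58.3 to 30.5 ± 11.9 CPM (−2.01, edgeR adjusted p = 0.0341) and kept the call only without CD3 or HFD3. Acute-phase genes had a median of 2.29 with 4 of 9 called and 7 adjusted over the list alone (camera adjusted p = 1.9e-15, adjusted p = 0.183 with an estimated correlation) and macrophage activation genes 1.10 with 2 of 14 called and 2 adjusted over the list alone (camera adjusted p = 2.6e-06, adjusted p = 0.414 with an estimated correlation). Interferon genes had 0.63 (camera adjusted p = 0.0042, 0.23 without CD2, adjusted p = 0.789 with an estimated correlation) and immediate early genes −0.37 (camera adjusted p = 0.0079, 0.11 without CD1, adjusted p = 0.588 with an estimated correlation). The myeloid markers had −0.07, the ES markers 0.09 and 4 Leydig markers −1.51. Outside the clusters of the class that each gene leads, Saa3 stood at 0 in CD and 1020 ± 217 CPM in HFD mice, S100a8 at 0 and 820 ± 313, Ccl4 at 74.3 ± 47.9 and 205 ± 136, and Ccl7 (238 ± 55.2 and 849 ± 626) and Cd14 (78.9 ± 41.1 and 166 ± 82.5) no longer separated the diets. A cluster of 18 cells with Saa3 and Ccl4 among its leading genes, 0 from CD and 18 from HFD mice, is part of the class, so a change within macrophages was not told from other cells joining them. The count of called genes was 6 without CD1, 13 without CD2 and 53 without CD3.

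In germ cells after the SPG few genes were called. Of 15763 genes of SPC edgeR called 1 (1638 at an unadjusted p under 0.05, DESeq2 289), of 15959 of RS 4 (532, DESeq2 43) and of 18400 of ES 7 (1136, DESeq2 105). In SPC Ccdc54 rose from 35.8 ± 2.28 to 114 ± 8.60 CPM (1.67, edgeR adjusted p = 0.0145) and kept the call only without CD1 or HFD2. Saa3 rose from 0.0157 to 6.31 ± 1.403 CPM in RS (7.89, edgeR adjusted p = 0.0221), lost without each library (from 0.0715 without CD3 to 0.139 without HFD2). Also in RS, Gm9625 rose from 0.675 to 6.18 CPM (3.18, edgeR adjusted p = 0.045) and 1700049E15Rik fell from 3.098 to 0.065 (−5.44, edgeR adjusted p = 0.0221), both lost without each library, and Gm16083 fell from 18.1 to 0.966 (−4.22, edgeR adjusted p = 0.0221) and kept the call only without CD1. Saa3 rose as well from 0.0636 ± 0.0346 to 5.56 ± 1.12 in ES (6.41, edgeR adjusted p = 0.00243). These levels are far below the 1471 CPM of Saa3 in Leydig cells of HFD mice. The filter against free RNA was not run in RS or ES. Saa3 RNA freed from other cells may account for both rises, so they do not show that spermatids make it. In ES Uap1, an enzyme of amino sugar synthesis, fell from 5.72 to 0.765 CPM (−2.90, edgeR adjusted p = 0.00273, 0.0594 without HFD2) and the RNA gene Gm16083 from 5.97 to 0.303 (−4.30, edgeR adjusted p = 0.00273, 0.0594 without HFD2). Uap1 (chr1:170141938-170174957) lies 223 bases from Gm37748 (chr1:170175180-170176319), which fell as well (−3.31, edgeR adjusted p = 0.0214) and kept the call only without CD1 or HFD3. 1700049E15Rik (chr6:147690241-147702374, which fell by 6.74, edgeR adjusted p = 0.018, 0.0712 without CD3 and 0.127 without HFD2) lies 7608 bases from Gm15762 (−3.09, edgeR adjusted p = 0.0612), which was not called. The antisense RNA gene Gm15485 rose from 0.228 to 3.17 CPM (3.79, edgeR adjusted p = 0.0109, 0.0713 without CD3, 0.0538 without HFD1 and 0.0815 without HFD2), and Pcdh12, a protocadherin, fell from 6.84 to 1.56 (−2.13, edgeR adjusted p = 0.018) and kept the call only without CD1 or HFD3. Acute-phase genes had medians of 1.21 in SPC (camera adjusted p = 2.9e-07), 0.87 in RS (camera adjusted p = 5.6e-09) and 1.3998 in ES (camera adjusted p = 3.1e-13), with adjusted p = 0.339, 0.339 and 0.582 with an estimated correlation. Spermatid transcripts had 0.52 in SPC (camera adjusted p = 2.3e-14, adjusted p = 0.685 with an estimated correlation) and −0.16 in ES (camera adjusted p = 0.015, 0.25 without HFD3, adjusted p = 0.827 with an estimated correlation). Of SPC, the 3 sub-clusters led by ES genes made up 4.18%, 2.04% and 1.95% in CD and 5.19%, 2.59% and 2.41% in HFD mice. Myeloid markers had 0.97 in SPC, 1.07 in RS and 0.74 in ES, and B or plasma cell markers 1.26, 1.21 and 1.98, with 5.86 for 3 neutrophil markers in ES. The called genes were 0 without CD3, HFD1 or HFD3 and 2 without CD1 in SPC, 0 without CD3, HFD1 or HFD2 and 2 without CD2 in RS, and 14 without CD1, 11 without CD2, 1 without HFD2 and 42 without HFD3 in ES.

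Lists of steroid synthesis, the blood-testis barrier, fatty acid oxidation, fatty acid synthesis, stress of the endoplasmic reticulum and ribosomal pseudogenes were called by camera in no class, with smallest adjusted p of 0.247, 0.101, 0.0799, 0.311, 0.0717 and 0.129. The tests of a difference between diet effects called 0 genes for the SPG groups (261 of 6837 at an unadjusted p under 0.05) and 0 for Sertoli and Leydig cells (1213 at an unadjusted p under 0.05) by edgeR. In differentiated SPG Cst8, a cystatin of spermatids and epididymis, rose from 60.2 to 120 CPM (1.00, edgeR adjusted p = 0.00373). In endothelial cells Lbp, which carries lipopolysaccharide to Cd14, rose from 41.3 to 230 CPM (2.40, edgeR adjusted p = 0.00351).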
